# NAP1L2 drives mesenchymal stem cell senescence and suppresses osteogenic differentiation

**DOI:** 10.1111/acel.13551

**Published:** 2022-01-15

**Authors:** Meilin Hu, Liangyu Xing, Li Zhang, Fan Liu, Sheng Wang, Ying Xie, Jingjing Wang, Hongmei Jiang, Jing Guo, Xin Li, Jingya Wang, Lei Sui, Changyi Li, Dayong Liu, Zhiqiang Liu

**Keywords:** bmsc, NAP1L2, osteogenesis, senescence, senile osteoporosis

## Abstract

Senescence of bone marrow mesenchymal stem cells (BMSCs) impairs stemness and osteogenic differentiation, but the key regulators for senescence and the related osteogenesis are not well defined. Herein, we screened the gene expression profiles of human BMSCs from young and old donors and identified that elevation of the nucleosome assembly protein 1‐like 2 (NAP1L2) expression was correlated with BMSC senescence and impaired osteogenesis. Elevated NAP1L2 expression was observed in replicative cell senescence and induced cell senescence in vitro, and in age‐related senescent human and mouse BMSCs in vivo, concomitant with significantly augmented chromatin accessibility detected by ATAC‐seq. Loss‐ and gain‐of‐functions of NAP1L2 affected activation of NF‐κB pathway, status of histone 3 lysine 14 acetylation (H3K14ac), and chromatin accessibility on osteogenic genes in BMSCs. Mechanistic studies revealed that NAP1L2, a histone chaperone, recruited SIRT1 to deacetylate H3K14ac on promoters of osteogenic genes such as *Runx2*, *Sp7*, and *Bglap* and suppressed the osteogenic differentiation of BMSCs. Importantly, molecular docking analysis showed a possible bond between NAP1L2 and an anti‐aging reagent, the nicotinamide mononucleotide (NMN), and indeed, administration of NMN alleviated senescent phenotypes of BMSCs. In vivo and clinical evidence from aging mice and patients with senile osteoporosis also confirmed that elevation of NAP1L2 expression was associated with suppressed osteoblastogenesis. Taken together, our findings suggest that NAP1L2 is a regulator of both BMSC cell senescence and osteogenic differentiation, and provide a new theoretical basis for aging‐related disease.

## 1 INTRODUCTION

Aging is a comprehensive process whose manifestations vary from cellular biological functions to gene transcription and protein post‐translational modifications (DiLoreto & Murphy, 2015; LeBrasseur et al., 2015). The causes of bone mass loss during aging are diverse, but it is generally agreed that age‐related bone loss is correlated with the imbalance of osteoblast‐mediated bone formation and osteoclasts‐mediated bone resorption in animals and in humans (Al‐Bari & Al Mamun, 2020). Stem cell exhaustion is considered one of the promoters of aging and contributes to the progressive decrease in tissue maintenance and repair (Liu et al., 2020; Wagner et al., 2019). Despite this knowledge, key regulators of aging and a detailed understanding of the biological mechanisms underpinning aging are elusive.

Bone marrow mesenchymal stem cells (BMSCs) have the potential for self‐renewal and serve as a lifelong reservoir for the generation of somatic cells and a powerful tool in bone tissue regenerative medicine (Sanghani‐Kerai et al., 2018; Uccelli et al., 2008). However, it has become apparent that the osteogenic differentiation of BMSCs decreases with senescence, which limits the potential of BMSCs in bone regeneration (Abdelmagid et al., 2015). Senescence of MSCs is a dynamic process accompanied by functional alterations in metabolism, genetic and epigenetic regulation of the transcriptome, and multiple signaling pathways (Mani et al., 2020; Wong et al., 2015). However, changes in these processes are probably a consequence of aging, and the real regulators governing BMSC senescence and osteogenesis are still unclear.

Nucleosome assembly protein 1 (NAP1) is a highly conserved gene family and is closely associated with nucleosome assembly, histone modifications, transcriptional regulation, and cell proliferation in various eukaryotes(Zlatanova et al., 2007). In humans and mice, the NAP1 gene family consists of at least five members, and previous studies have identified different roles of these molecules in regulating myocardial differentiation of induced pluripotent stem cells (iPSCs) (Gong et al., 2014), as well as homeostasis and hematopoietic differentiation of cord blood hematopoietic stem cells (Heshmati et al., 2018). Specifically, the *Nap1l2* gene plays an essential role in neural tube development and neural cell differentiation in mice (Rogner et al., 2000). It is also involved in the epigenetic regulation of gene expression during neuronal differentiation (Attia et al., 2013). Nevertheless, roles and mechanisms of NAP1L2 in regulating human BMSC senescence and osteogenesis have not yet been reported.

In the current study, we screened gene expression profiles of BMSCs derived from the young and the old donors, and identified *NAP1L2* gene as one of the most upregulated genes during aging, which expression was associated with impaired osteogenic differentiation of senescent BMSCs. We aim to clarify the role and mechanism of NAP1L2 in governing BMSC senescence and osteogenic differentiation through in vitro and in vivo experiments, as well as the correlation with senile osteoporosis in clinic.

## 2 RESULTS

### 2.1 BMSCs from elderly donors manifest senescent phenotypes and suppressed osteogenic differentiation capacity

Since the aim of this study is to identify key regulators governing BMSCs senescence and osteogenic differentiation, we firstly isolated BMSCs from the healthy young donors and the elderly donors, with the young donors aged between 17 and 45 years, and the elderly donors aged between 65 and 91 years. All these cells were examined by flow cytometry to ensure that CD90^+^CD44^+^CD19^−^CD45^−^ cells were purified for further experiments according to literature (Adesida et al., 2012) (Figure S1a). At the same time, osteogenic and adipogenic differentiation were conducted to guarantee the pluripotent stemness (Figure S1b). The positive rate of the β‐galactosidase staining was significantly increased in the old group compared with that in the young BMSCs (83 ± 1.56% vs. 28 ± 2.39%) (Figure S2a,b), and the expressions of the senescence‐related p21 and p16 were significantly elevated (Figure S2c,d). Moreover, the cell cycle of the old BMSCs was remarkably arrested at the G1 phase, indicating the proliferation capability was obviously suppressed (Figure S2e,f). Detection of telomere dysfunction‐induced foci (TIF) revealed that accumulation of telomere DNA damage, along with γ‐H2AX and 53BP1 was seen in the old BMSCs (Figure S2g,h). As to the osteogenic differentiation capacity, we assessed the alkaline phosphatase (ALP) activity and the mineralization of the extracellular matrix of BMSCs induced with osteogenic culture media for 7 or 14 days and confirmed that the old BMSCs had considerably impaired osteogenic differentiation capacity compared with the young BMSCs (Figure S3a–d). Meanwhile, the expressions of osteogenesis marker genes, such as *RUNX2*, *COL1A1*, and *ALP*, were all significantly decreased in the old BMSCs after induction (Figure S3e). Collectively, these data validated the stemness property of the BMSCs and confirmed the senescence phenotype of the old BMSCs.

### 2.2 Highly expressed NAP1L2 is correlated with BMSCs senescence

Based on the corroboratory evidence for the BMSCs’ properties and senescence, we next performed gene array sequencing and the assay for transposase accessible chromatin with high‐throughput sequencing (ATAC‐seq) for six biologically independent samples from the old and the young BMSC groups (Figure S4a), respectively. Our screening analysis identified 15 upregulated and 7 downregulated genes in the old BMSCs compared with the young BMSCs (fold change ≥ 2, *p* ≤ 0.05) (Figure 1a), in which the expression level of the *NAP1L2* gene ranked at the top of all the differentially expressed genes (DEGs) in the old BMSCs, accompanied by high expression of senescence‐related secreted phenotype (SASP) factor genes (*TP53*, *IL6*, *and CCXL8*) (Figure 1b). Gene Ontology (GO) analysis showed that the biological processes involving these DEGs mainly involved stem cell differentiation and IL6 and IL8 secretion (Figure 1c). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that the DEGs were primarily involved in the calcium signaling pathway and cAMP signaling pathway (Figure S4b). Compared with the young group, the global chromatin accessibility areas were significantly augmented in the old BMSCs (Figure 1d). We also observed that the chromatin accessibility of the *NAP1L2*, *IL6*, *IL8*, *CDKN2A*, and *TNFα* genes was remarkably increased, but that of the *RUNX2* gene was not obviously changed (Figure 1e). Simultaneously, using a replicative senescence BMSCs model, after the senescence phenotype was successfully validated by telomere dysfunction and DNA damage (Figure S5a), we further confirmed that NAP1L2 protein level was obviously upregulated (Figure S5b,c). Thus, our data suggest that the elevation of *NAP1L2* gene expression in the aging BMSCs was somehow correlated with chromatin modification and remodeling.

**FIGURE 1:**
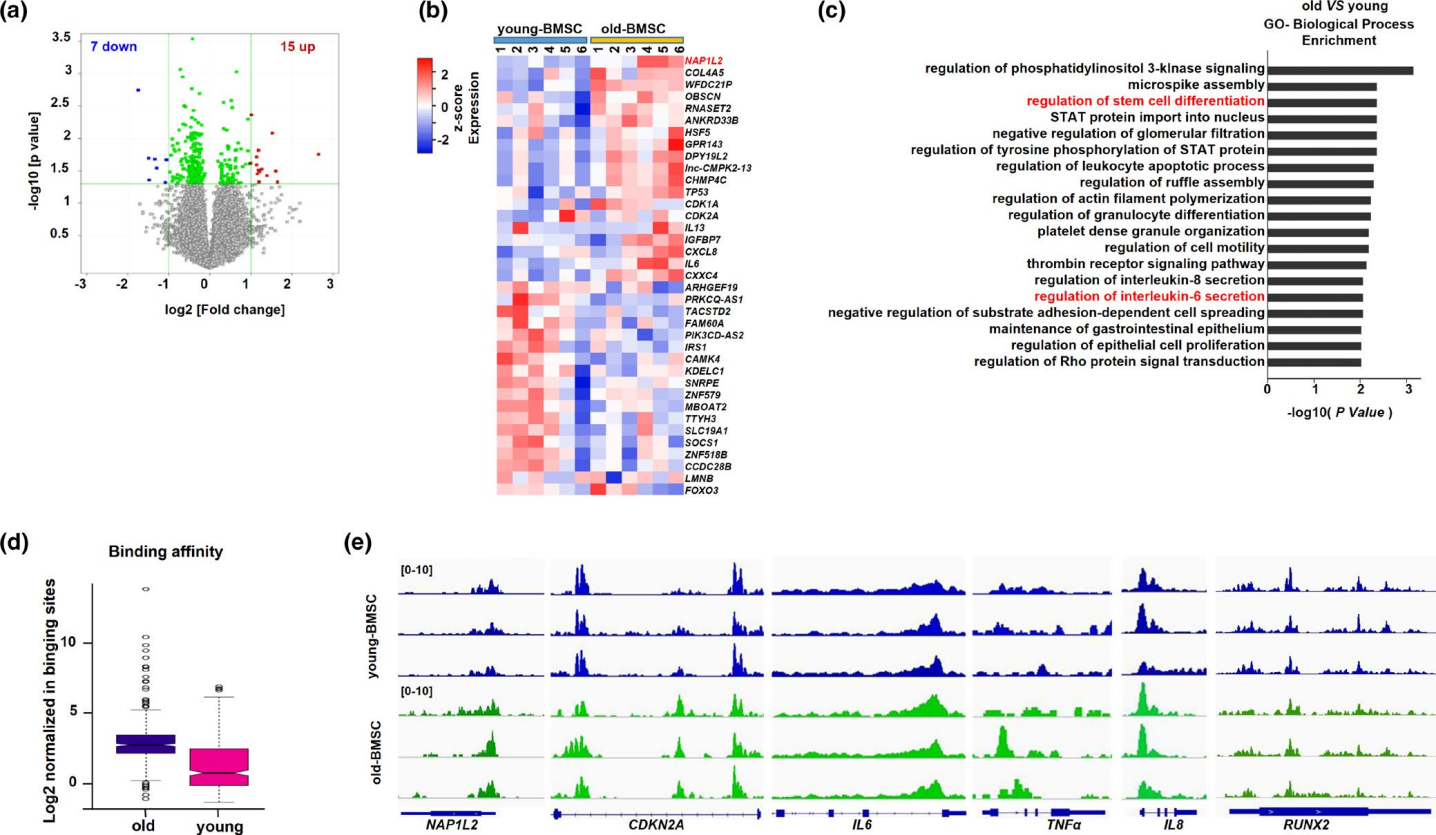
Highly expressed NAP1L2 is correlated with BMSC senescence. (a) Volcano plot showing differentially expressed genes in the young and the old BMSCs (old vs. young BMSCs, fold change ≥ 2, *p *≤ 0.05, *n* = 6). (b) Heat map of differently expressed genes (DEGs) by gene array (fold change ≥ 1.2, *p* ≤ 0.05). (c) GO analysis showing biological processes of the DEGs involved in the old BMSCs. (d) ATAC‐seq validating the global chromatin accessibility in the young (*n* = 3) and the old BMSCs (*n* = 3). (e) ATAC‐seq showing the chromatin accessibility of the *NAP1L2*, *CDKN2A*, *IL6*, *IL8*, *TNFα*, and *RUNX2* genes in the young (*n* = 3) and the old groups (*n* = 3)

### 2.3 NAP1L2 expression is elevated in chemotherapeutic agents‐induced and oxidative stress‐induced cellular senescence models

To determine the biological function of NAP1L2 in senescence, we established the chemotherapeutic agents‐induced cellular senescence model with the mouse mesenchymal stem cell line C3H10T1/2 by etoposide as previously reported (Bang et al., 2019), and confirmed the senescent phenotype by β‐galactosidase staining (Figure S6a). Telomere FISH and immunostaining for γH2AX and 53BP1 revealed significantly increased telomere dysfunction‐induced foci in the etoposide treatment group (Figure S6b), under the condition that no visible apoptosis was induced by the reagent, since the cleaved caspase‐3 and PARP unchanged (Figure S6c). Quantification by qPCR confirmed that the expression of *p21* and SASP factors, such as *Il1α*, *Il1β*, *Il6*, and *Il8*, was successfully elevated along with our target gene *Nap1l2* (Figure S6d). Simultaneously, the protein levels of p53, p16, p21, and NAP1L2 were all upregulated with increasing dosage of etoposide treatment (Figure S6e). In addition, using an oxidative stress‐induced cell senescence model, whose senescent phenotype was validated by β‐galactosidase staining and telomere dysfunction assay without visible cell apoptosis (Figure S6f–i), we found that high expression of *Nap1l2*, *p21*, and SASP factors was successfully elicited by treatment of H_2_O_2_ (Figure S6j), and protein levels of NAP1L2, together with p53, p21, and p16 were all upregulated following H_2_O_2_ treatment (Figure S6k).

### 2.4 Manipulation of NAP1L2 alters cellular senescence progression through NF‐κB signaling pathway

Importantly, when we successfully manipulated the NAP1L2 expression with either lentivirus carrying shRNAs or vectors expressing mouse NAP1L2 in C3H10T1/2 cells (Figure S7a,b), we found that loss function of NAP1L2 significantly postponed the progression of etoposide‐induced senescence, evidenced by the suppression of positive rate of β‐gal staining and expression of the age‐related genes (Figure 2a–c), as well as reduction in telomere dysfunction‐induced foci in the senescent cells induced by etoposide (Figure 2d). Intriguingly, using a docking prediction tool, we found that small‐molecule aging antagonist nicotinamide mononucleotide (NMN) could dock with NAP1L2 protein (Figure 2e and Figure S7c,d); therefore, treatment with NMN was capable of alleviating the positive rate of the β‐galactosidase staining and telomere DNA damage in senescent cells (Figure 2f,g). NMN significantly suppressed the NAP1L2 protein level and expression of other SASP factor genes (Figure 2h,i and Figure S7e). On the contrary, overexpression of NAP1L2 increased the positive rate of β‐galactosidase staining and colocalizations of both 53BP1 and γ‐H2AX with telomere probe in the C3H10T1/2 cells (Figure 3a,b), and upregulated the expression of the SASP factor genes and *p21* concomitantly (Figure S7f). Since the NF‐κB signaling pathway is the prime signaling pathway governing aging in mammals (Osorio et al., 2012; Wang et al., 2019), we examined whether manipulation of NAP1L2 could affect the activation of the NF‐κB signaling pathway. Our results showed that overexpression of NAP1L2 augmented, but knockdown of NAP1L2 suppressed the p16, p21, p53, and phosphorylation level of p65 (Figure 3c). Moreover, the cytoplasm and nuclear fractions of p65 protein showed that majority of p65 was transported into the nucleus due to NAP1L2 overexpression, while knockdown of NAP1L2 hindered this transportation (Figure 3d). This phenomenon was also confirmed by immunofluorescence staining of cyto‐nuclear trans‐localization of p65 (Figure 3e), and p65 distinctly co‐localized with NAP1L2 after transported into the nucleus (Figure 3f).

**FIGURE 2:**
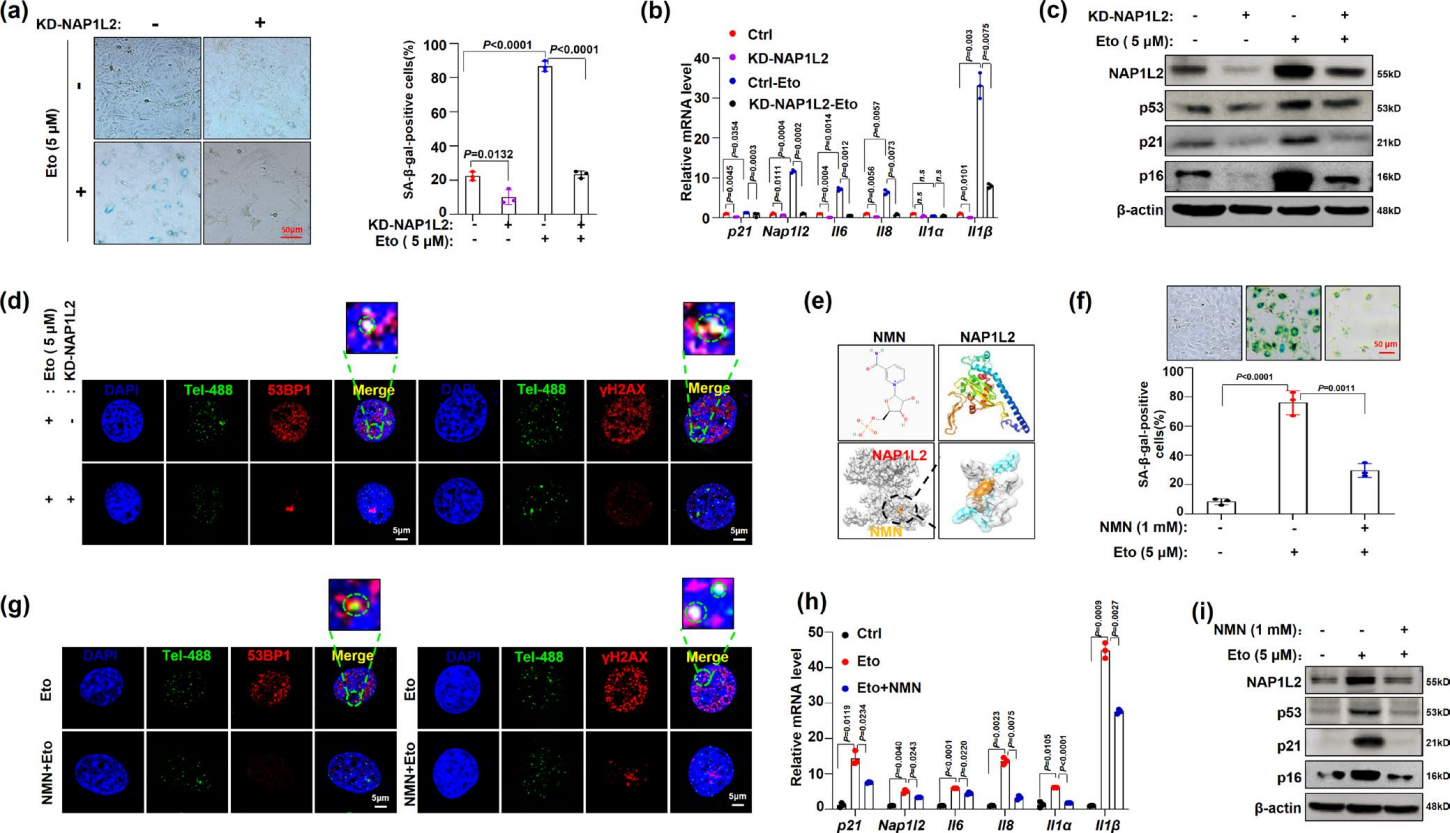
Manipulation of NAP1L2 expression alters cellular senescence progression. (a) β‐galactosidase staining and quantitative analysis of C3H10T1/2 cells with NAP1L2 knockdown and treated with 5 μM etoposide for 48 hr (*n* = 3). Scale bar, 50μm. (b) qPCR demonstrating the expression levels of *Nap1l2* and SASP factors of C3H10T1/2 with NAP1L2 knockdown and treated with 5 μM etoposide for 48 hr. (c) Protein levels of NAP1L2, p53, p21, and p16 in C3H10T1/2 cells with or without NAP1L2 knockdown and treatment with etoposide (5 μM) for 48 hr. (d) Representative images for 53BP1/γ‐H2AX at telomeres in C3H10T1/2 cells with or without NAP1L2 knockdown and treated with 5 μM etoposide for 48 hr. Scale bars, 5 μm. (e) Using the Swiss model server to predicted NAP1L2 protein structure and using Auto dock 4.0 to simulate anti‐aging drug (NMN) docking with NAP1L2. (f) β‐galactosidase staining and quantitative analysis of C3H10T1/2 cells treated with etoposide (5 μM) or NMN (1 mM) for 48 hr (*n* = 3). Scale bar, 50μm. (g) Representative images for 53BP1/γ‐H2AX at telomeres in C3H10T1/2 cells with treatment of etoposide (5 μM) or NMN (1 mM) for 48 hr (*n* = 3). Scale bars, 5 μm. (h) *Nap1l2* and SASP factors mRNA levels in C3H10T1/2 cells treated with etoposide (5 μM) or NMN (1 mM) for 48 hr (*n* = 3). (i) Representative western blots showing NAP1L2, p53, p21, and p16 protein levels in C3H10T1/2 cells treated with etoposide (5 μM) or NMN (1 mM) for 48 hr (*n* = 3). *p* values of mean ± SD were determined by Student's *t* test (*n* = 3)

**FIGURE 3:**
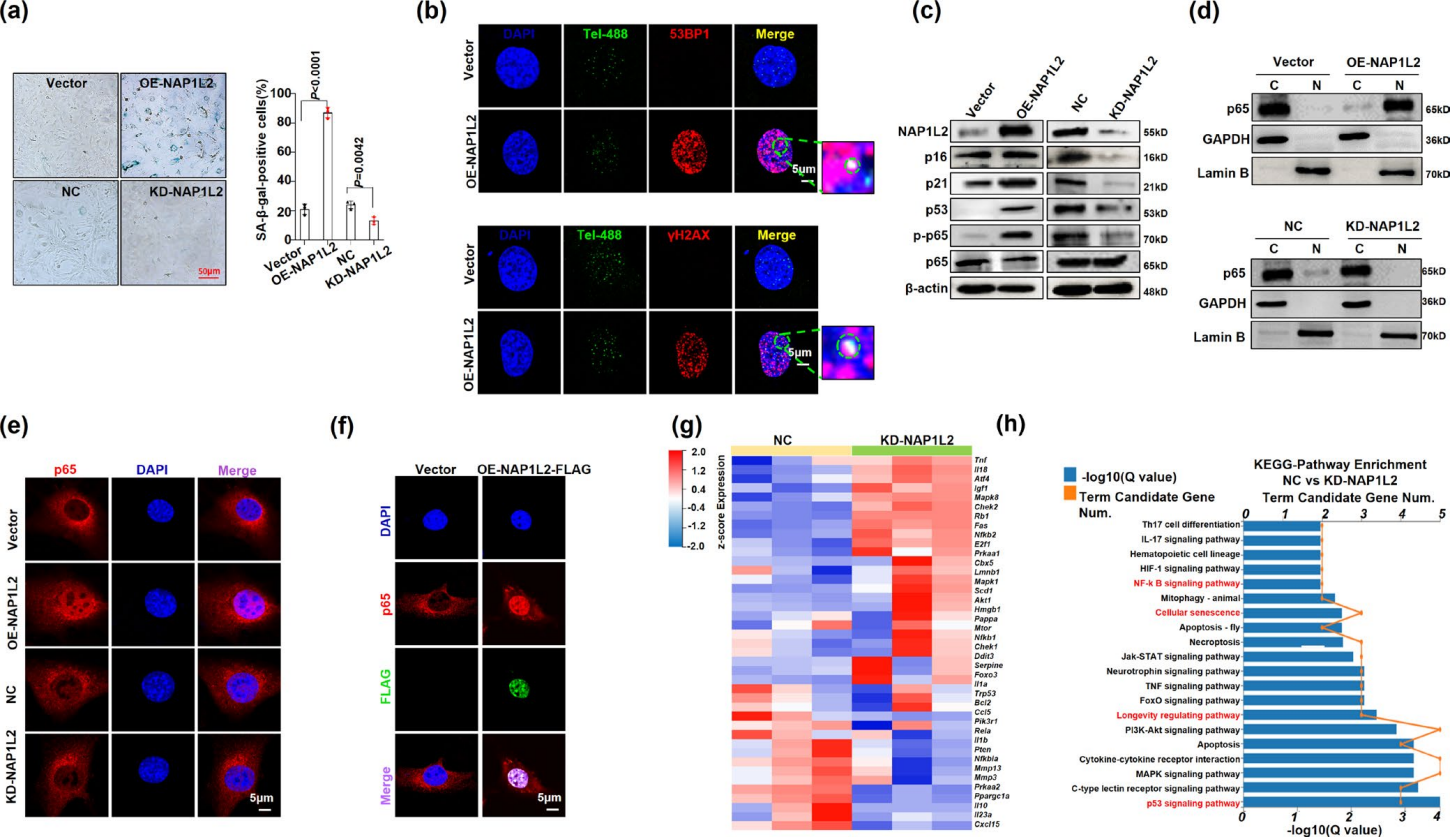
NAP1L2 regulates cellular senescence process through NF‐κB signaling pathway. (a) β‐galactosidase staining and quantitative analysis of positive C3H10T1/2 cells after overexpression or knockdown of NAP1L2 (*n* = 3). Scale bar, 50μm. (b) Representative images of 53BP1/γ‐H2AX at telomeres in C3H10T1/2 cells after overexpression of NAP1L2 (*n* = 3). Scale bars, 5 μm. (c) Western blot validating levels of p16, p21, p53, p‐p65, and p65 after NAP1L2 overexpression or knockdown. (d) Western blot to detect cytoplasm and nuclear p65 after NAP1L2 overexpression or knockdown. (e) Immunofluorescence showing subcellular localization of p65 after NAP1L2 overexpression or knockdown. Scale bar, 5μm. (f) Double immunostaining of p65 and FLAG in C3H10T1/2 cells after NAP1L2‐FLAG overexpression. Scale bar, 5μm. (g) Heat map showing the downregulation and upregulation senescence‐related genes in NAP1L2‐knockdown C3H10T1/2 cells. (h) KEGG Pathway analysis showing main signaling pathways of the DEGs involved in NAP1L2‐knockdown C3H10T1/2 cells. *p* values of mean ± SD were determined by Student's *t* test (*n* = 3)

Furthermore, we evaluated the alteration of the transcriptome due to NAP1L2 depletion, and the deferentially expressed genes in the heat map showed that levels of *Il1a*, *Il1b*, *Il10*, *Il23a (P19)*, *Cxcl15 (Il8)*, *Trp53*, *Bcl2*, and *Mmp3* were significantly decreased (Figure 3g). 

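RNA from C3H10T1/2 cells, a mouse mesenchymal stem cell line, was sequenced in 4 groups of 2 libraries each. Cells with the non-target control (NC) and cells with an shRNA against *Nap1l2* (KD-Nap1l2) were taken before induction and after 7 days in osteogenic medium (NC-7d and KD-Nap1l2-7d). The authors deposited an estimated read count for each of 18605 genes in each library, together with FPKM values. The paper's text does not name the program that counted the reads or the genome build. The counts summed to 18707997 and 19427359 in the NC libraries and to 17808110 and 18305523 in the KD-Nap1l2 libraries. After induction, they summed to 17420284 and 18578600 in NC-7d and to 18132024 and 17625622 in KD-Nap1l2-7d. The counts were rounded to whole numbers, scaled by TMM and fitted over all 8 libraries in one model, so that the groups shared one estimate of the spread. Each gene was tested with edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg over the 13470 genes with enough counts. Between KD-Nap1l2 and NC before induction, 11 genes had an adjusted p-value under 0.05, 3 of them higher and 8 lower in KD-Nap1l2, and 1852 genes had an unadjusted p-value under 0.05. This number moved most with DESeq2's Wald test, which called 460 genes, the 11 among them, while a fit of only the 4 libraries compared called 0, with 1494 genes at an unadjusted p-value under 0.05. The authors' deposited table of their own DESeq2 comparison lists 395 genes with a q-value under 0.05, and these also include the 11.

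Among the called genes with a mean of at least 50 normalized counts over all 8 libraries and no overlap between the libraries of the groups, the largest falls were in *H2-Ab1*, *H2-Aa* and *Ccbe1*, with log2 fold changes of -6.51, -5.34 and -3.88, and the largest rises were in *Sorbs2*, *Col2a1* and *Ahr*, with 2.76, 2.56 and 2.14. Their adjusted p-values from edgeR's quasi-likelihood test lay between 0.00671 (*Ccbe1*) and 0.0478 (*Col2a1*). All 6 were no longer called in the fit of only the libraries compared, where the adjusted p-values ran from 0.0602 (*H2-Aa*) to 0.0737 (*Ahr*). Over all alternatives they ran from 4.14e-24 (*H2-Aa*, DESeq2's Wald test) to that value. *H2-Aa* and *H2-Ab1* belong to a multigene family between whose members the counting can split reads. Their estimated counts showed little sign of this. Those of *H2-Aa* were whole in every library, and those of *H2-Ab1* were 160.06 and 348.02 in NC and whole in the others. *H2-Ab1* had only 1 and 4 counts in the KD-Nap1l2 libraries, so the size of its fold change is uncertain. The called genes under that mean include *Kcns3*, with 60 and 51 counts in NC and 0 in both KD-Nap1l2 libraries, and *H2-Ea-ps*, with 87 and 153 counts in NC and 3 and 1 in KD-Nap1l2, for which no fold change is given because KD-Nap1l2 lies at or under 3 counts.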

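*Nap1l2* itself (Entrez gene 17954) lies on chromosome X of GRCm38 from 103184176 to 103186640 as a single exon on the minus strand. It was counted 3 times in each NC library, and 2 and 7 times in the libraries labelled KD-Nap1l2. Its normalized count was 2.88 ± 0.106 (SD, n = 2) in NC and 4.62 ± 3.77 (SD, n = 2) in KD-Nap1l2, a log2 fold change of 0.64 (standard error 0.98, adjusted p = 0.812 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -0.53 without KD-Nap1l2 replicate 2 and 1.30 without replicate 1, so the direction rested on single libraries, and a change of *Nap1l2* was not detectable at this depth. The paper assessed the knockdown by Western blot and qPCR (Figure S7a,b), which these counts neither repeat nor contradict. The groups below are therefore named as the libraries are labelled.

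Among the genes of the heat map, *Bcl2* had 276.1 ± 31.5 normalized counts (SD, n = 2) in the libraries labelled KD-Nap1l2 and 276.6 ± 4.02 (SD, n = 2) in NC, a log2 fold change of -0.0021 (standard error 0.15, adjusted p = 0.998 from the same edgeR test), which was -0.12 without KD-Nap1l2 replicate 1, 0.11 without KD-Nap1l2 replicate 2 and 0.013 without NC replicate 2. *Mmp3* had 184.9 ± 62.2 and 214.4 ± 29.6 normalized counts, a log2 fold change of -0.21 (adjusted p = 0.937 from the edgeR test), which was -0.61 without KD-Nap1l2 replicate 2 and 0.095 without KD-Nap1l2 replicate 1. Both differences were smaller than the spread between replicates. *Trp53* had 2927 and 2141 normalized counts in the libraries labelled KD-Nap1l2 and 2445 and 2889 in NC, so the groups overlapped. Its log2 fold change was -0.07 (standard error 0.17, adjusted p = 0.887 from the edgeR test). Another 5 of the genes had too few counts to enter the test. Across the 4 libraries, the highest count was 4 for *Il1a*, 4 for *Il1b*, 1 for *Il10*, 9 for *Il23a* and 5 for *Cxcl15*. *Il23a* was counted 9 times in NC replicate 1 and 0 times in NC replicate 2. Lower levels of these 5 genes were thus not detectable at this depth, where a count of 0 still allows 3 counts, or 0.154 to 0.168 CPM, in these libraries. In a fit with no filter on low counts, the smallest adjusted p-value among them was 0.749 (*Il23a*) from edgeR's quasi-likelihood test. *Il1a* lies on chromosome 2 of GRCm38 from 129299610 to 129309972, *Il1b* on chromosome 2 from 129364570 to 129371139, both on the minus strand, and *Cxcl15* on chromosome 5 from 90794534 to 90803067 on the plus strand.

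Of the 40 genes printed beside the heat map, 39 were found in the count table by the printed symbol and 33 were tested. Of these, 21 were higher and 12 lower in the libraries labelled KD-Nap1l2, with log2 fold changes from -2.01 (*Ppargc1a*) to 0.83 (*Igf1*). Over all genes tested, 0 of the 33 had an adjusted p-value under 0.05, and 5 had an unadjusted p-value under 0.05. DESeq2's Wald test called 3 of them over all genes, *Rb1* as higher and *Prkaa2* and *Ppargc1a* as lower, and edgeR's test with no filter on low counts called *Ppargc1a*. When adjusted over the list alone, 2 passed, *Rb1* with a log2 fold change of 0.62 (standard error 0.14) and *Ppargc1a* with -2.01 (standard error 0.44), both with an adjusted p of 0.0398 from edgeR's quasi-likelihood test. The list was chosen by the study on these samples, so the second count is not independent evidence. Among all 39 genes found, tested or not, both KD-Nap1l2 libraries lay above both NC libraries in 13 and below both in 5. Chance alone gives 33.3% of genes, and 43.1% of the genes outside the interferon-stimulated and antigen presentation lists were separated in this way.

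**Figure D1:**
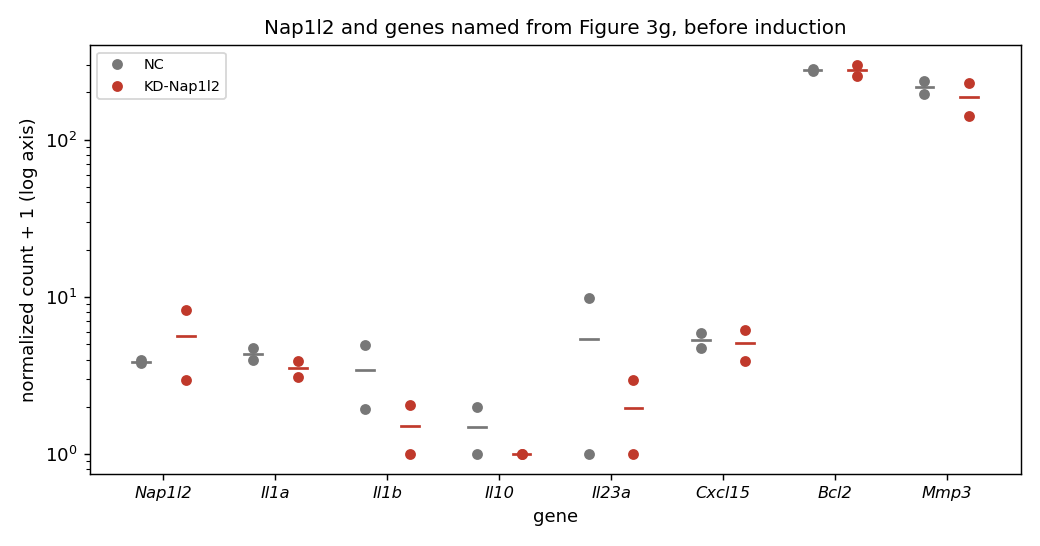
Normalized count plus 1 on a log axis for *Nap1l2* and genes named from the heat map. Points are the 2 libraries of NC (grey) and of KD-Nap1l2 (red), and short lines are their means. *Bcl2* and *Mmp3* overlap between the groups, and the other genes drawn lie at or under 9 counts per library.

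**Figure D2:**
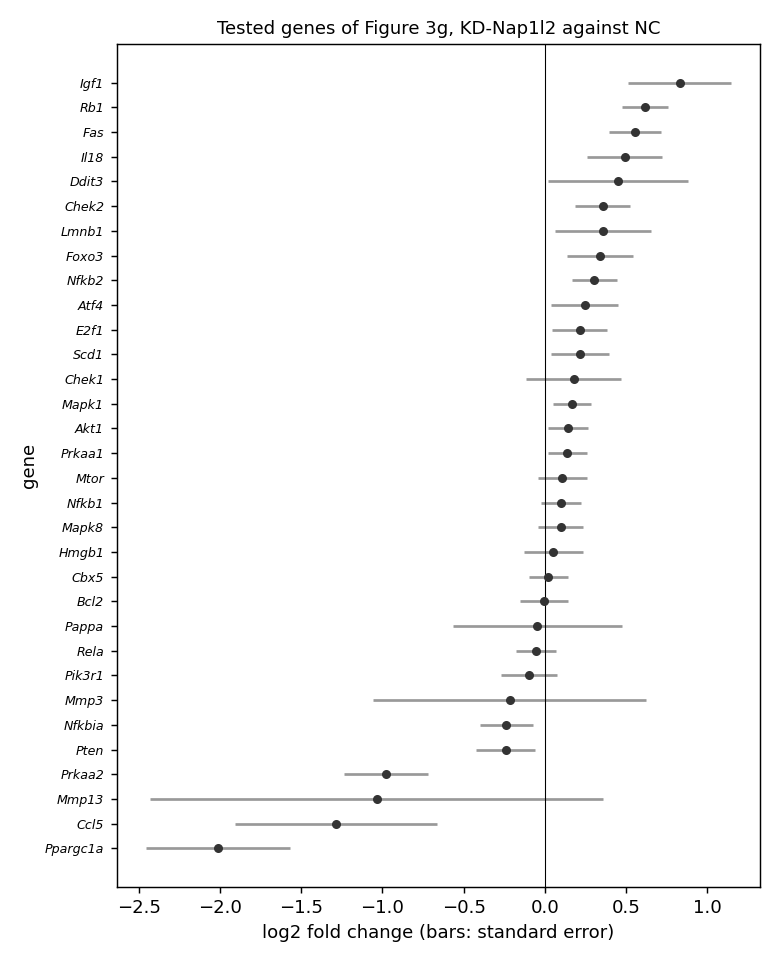
Log2 fold change of tested heat-map genes, the libraries labelled KD-Nap1l2 against NC, with bars for the standard error. Genes run from *Ppargc1a* (-2.01) to *Igf1* (0.83).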

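Gene lists were tested as wholes between the libraries labelled KD-Nap1l2 and NC with limma's camera (inter-gene correlation set to 0.01), and p-values were adjusted by Benjamini-Hochberg over 16 lists. By this test, 4 lists had an adjusted p-value under 0.05. The interferon-stimulated genes were lower in KD-Nap1l2 in 27 of 27 tested genes, with a median log2 fold change of -2.06 (adjusted p = 1.33e-17 from camera). The cell cycle genes were higher in 39 of 40 genes, with a median of 0.26 (adjusted p = 0.00203 from camera), and the Collagen formation genes of Reactome in 40 of 56 genes, with a median of 0.27 (adjusted p = 0.0068 from camera). The Collagen formation median was 0.10 without KD-Nap1l2 replicate 2 and 0.51 without KD-Nap1l2 replicate 1, and the cell cycle median was 0.15 without NC replicate 1 and 0.41 without NC replicate 2. None of the 4 held under limma's fry or under camera with the correlation estimated for each list, and the number of lists called was 0 by both. By fry, 4 of the lists had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.108, for the Reactome list Cellular Senescence. By camera this list had a median log2 fold change of 0.07, with 73 of 116 genes higher (adjusted p = 0.158). The adjusted p-values from camera were 0.487 for Signaling by Interleukins, 0.511 for the list on activation of NF-κB by TAK1 and 0.249 for the heat-map genes. The GO and KEGG analyses themselves were not repeated, because the files used here hold no term annotation.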

GO analysis of DEGs highlighted the involvement of the inflammatory response and immune response biological processes (Figure S7g), and KEGG pathway analysis showed that DEGs were mainly involved in the NF‐κB signaling pathway, cellular senescence, longevity regulating pathway, and p53 signaling pathway (Figure 3h). These findings suggest that NAP1L2 regulates cellular senescence through the NF‐κB signaling pathway and sequentially modulates the SASP factor expressions.

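The NF-κB target genes did not move in one direction between the libraries labelled KD-Nap1l2 and NC before induction. Of 32 tested genes, 16 were higher in KD-Nap1l2, and the median log2 fold change was 0.01 (adjusted p = 0.236 from camera). This median was -0.14 without NC replicate 1, -0.036 without NC replicate 2, -0.0068 without KD-Nap1l2 replicate 1 and -0.11 without KD-Nap1l2 replicate 2. Of 38 tested SASP factor genes, 20 were higher, with a median of 0.03 (adjusted p = 0.775 from camera), and of 56 genes of the Reactome list for the senescence-associated secretory phenotype 36 were higher, with a median of 0.07 (adjusted p = 0.319 from camera). The median of the SASP factor genes ran from -0.10 without KD-Nap1l2 replicate 2 to 0.098 without KD-Nap1l2 replicate 1, and was -0.027 without NC replicate 2 and 0.082 without NC replicate 1. That of the Reactome list was 0.023 without KD-Nap1l2 replicate 1, 0.028 without NC replicate 2 and 0.10 without KD-Nap1l2 replicate 2. *Rela*, which encodes p65, had a log2 fold change of -0.05 (standard error 0.12, adjusted p = 0.880 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.050 without KD-Nap1l2 replicate 1 and -0.17 without KD-Nap1l2 replicate 2. *Il6* had 45.3 ± 2.31 normalized counts (SD, n = 2) in KD-Nap1l2 and 34.7 ± 10.8 in NC, a log2 fold change of 0.39 (standard error 0.39, adjusted p = 0.716 from the same edgeR test). It was 0.74 without NC replicate 1 and 0.099 without NC replicate 2. *Cdkn1a*, the gene of p21, had 9348 ± 2865 and 4863 ± 562 normalized counts (SD, n = 2), a log2 fold change of 0.94 (standard error 0.22) with an adjusted p of 0.140 from the edgeR test and 0.00211 from DESeq2's Wald test, the smallest over its alternatives, which reached 0.243. The log2 fold change of *Cdkn1a* was 0.59 without KD-Nap1l2 replicate 2 and 1.23 without KD-Nap1l2 replicate 1. In the authors' deposited DESeq2 comparison it is 0.94 with a q-value of 0.0205 before induction. At 7 days it is 0.64 there, with a q-value of 0.0135. By edgeR's test *Cdkn1a* was called in neither contrast. The direction is opposite to the lower p21 protein that the paper reports on knockdown, which RNA does not measure. From its findings, the paper proposes that NAP1L2 acts on cellular senescence through the NF-κB signaling pathway and thereby on SASP factor expression. Those findings include the phosphorylation of p65 protein and its move into the nucleus, which the RNA level of *Rela* does not measure.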

### 2.5 NAP1L2 is a key suppressor of osteogenic differentiation

To further clarify the relationship between NAP1L2 and osteogenesis, we then evaluated the effect of loss‐ and gain‐ of‐functions NAP1L2 on osteogenic differentiation in C3H10T1/2 cells. After induction with osteogenic media for 7 days, C3H10T1/2 cells with NAP1L2 knockdown showed an obvious increase in ALP staining and activity (Figure 4a,b), and they showed significant augmentation in mineralization of the extracellular matrix and calcium nodule accumulation at 14 days (Figure 4c,d), and *vice versa* when NAP1L2 was overexpressed. Similarly, the expression of osteogenesis‐related genes, such as *Runx2*, *Sp7*, *Bglap*, and *Spp1* was upregulated in the C3H10T1/2 cells due to loss function of NAP1L2, and suppressed in those with NAP1L2 overexpression at both mRNA and protein levels (Figure 4e,f and Figure S8a,b). Pharmacologically, administration of the anti‐aging reagent NMN also largely rescued the suppressive effect of NAP1L2 on osteogenic differentiation, evidenced by significantly restored Alizarin red staining and expression of osteogenic genes (Figure S8c–e).

**FIGURE 4:**
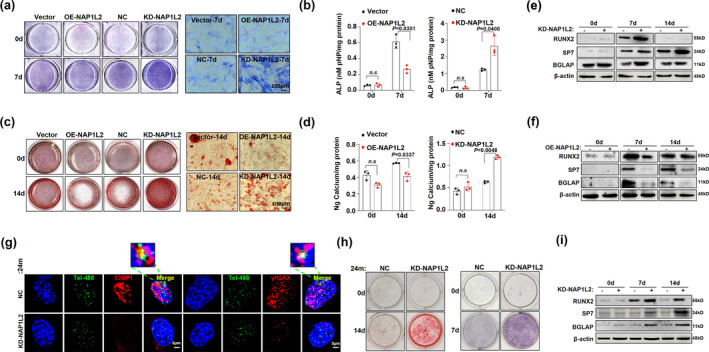
NAP1L2 is a key suppressor of osteogenic differentiation. (a) Alkaline phosphatase staining (ALP) and (b) quantitative analysis showing the osteogenic capability of C3H10T1/2 cells for osteogenesis induction 7 days after NAP1L2 overexpression or knockdown. (*n* = 3). Scale bar, 100μm. (c) Alizarin red staining and (d) calcium quantitative analysis to detect the mineralization ability of C3H10T1/2 cells after NAP1L2 overexpression or knockdown. (*n* = 3). Scale bar, 100μm. (e) Western blot showing protein levels of RUNX2, SP7, and BGLAP after NAP1L2 knockdown or (f) overexpression under the osteogenic induction. (g) Representative images of 53BP1/γ‐H2AX at telomeres after knockdown of NAP1L2 in BMSCs from senile mice. Scale bars, 5 μm. (h) Alkaline phosphatase staining (ALP) and Alizarin red staining demonstrating the osteogenic capability of 24‐month mice BMSCs after knocking down NAP1L2 under osteogenesis induction 7 days or 14 days. (i) Western blot showing the expression of RUNX2, SP7, and BGLAP in 24‐month mice BMSCs after knocking down NAP1L2 under osteogenesis induction 7 days or 14 days (*n* = 3). *p* values of mean ± SD were determined by Student's *t* test (*n* = 3)

We next validated the role of NAP1L2 in regulating BMSC senescence and osteogenesis in primary cells derived from young and aged mice. We observed that loss function of NAP1L2 significantly reduced the telomere dysfunction‐induced foci in BMSCs from senile mice (Figure 4g), and overexpression of NAP1L2 was capable of exacerbating telomere DNA damage in BMSCs from young mice (Figure S8f). Compared with the BMSCs from young mice, the expression of osteogenic genes in the BMSCs from aged mice was all significantly decreased along with augmentation of NAP1L2 expression, which was consistent with our previous in vitro results (Figure S8g). However, when NAP1L2 expression was interfered in the BMSCs from aged mice, the osteogenic differentiation capacity could be obviously rescued, evidenced by the significant increase in ALP activity and mineralization of the extracellular matrix (Figure 4h), as well as upregulated osteogenic genes after 7/14 days of induction (Figure 4i and Figure S8h). These data strongly suggest that NAP1L2 is an important suppressor for osteogenesis.

### 2.6 NAP1L2 recruits SIRT1 to deacetylate H3K14ac on promoters of osteogenic genes

Since a previous study revealed that NAP1L2 regulates neuronal differentiation through histone acetylation modification in an “on the gene” manner (Attia et al., 2007), we investigated whether NAP1L2 exerts its function through a similar epigenetic mechanism. We screened the global status of the most common histone modifications upon NAP1L2 depletion, including H3K27me2, H3K36me2, H3K79me3, H3K27ac, H3K14ac, and H3K9ac. We found only H3K14ac level was remarkably elevated compared with the non‐target control (Figure 5a). Meanwhile, pan‐acetylation of whole histones was greatly increased after osteogenic induction in the NAP1L2 depletion C3H10T1/2 cells (Figure 5b). On the contrary, when NAP1L2 was forcedly expressed, H3K14ac level was markedly inhibited, but H3K9ac level was not significantly affected (Figure 5c). Interestingly, after overexpression of NAP1L2, we found a direct interaction of NAP1L2 with H3K14ac and SIRT1 (Figure 5d,e). All of these findings suggested that NAP1L2 might reduce the level of H3K14 acetylation by interacting with SIRT1, thereby mediating chromatin remodeling and affecting osteogenesis. RNA sequencing results from C3H10T1/2 cells with NAP1L2 depletion and undergoing osteogenic induction for 7 days also revealed that osteogenic genes such as *Bglap*, *Runx2*, *Sp7*, and *Alp* were all increased significantly compared with the non‐target control group (Figure 5f). 

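After 7 days of induction, 0 genes had an adjusted p-value under 0.05 between KD-Nap1l2-7d and NC-7d, and 1057 genes had an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test). DESeq2's Wald test called 79 genes, 35 higher and 44 lower. The authors' deposited table lists 155 genes with a q-value under 0.05, 89 of them higher. *Nap1l2* was counted 15 and 5 times in NC-7d and 7 and 13 times in the libraries labelled KD-Nap1l2-7d, a log2 fold change of -0.0012 (standard error 0.80, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.08 without NC-7d replicate 1 and -0.64 without NC-7d replicate 2.

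*Bglap* (chromosome 3 of GRCm38, 88383501 to 88384464, minus strand) had 18.0 ± 7.03 normalized counts (SD, n = 2) in the libraries labelled KD-Nap1l2-7d and 6.40 ± 4.51 in NC-7d. Its log2 fold change was 1.45 (standard error 1.09, adjusted p = 0.817 from the edgeR test), and it was 2.44 without NC-7d replicate 2 and 0.90 without NC-7d replicate 1. Reads of *Bglap* can be shared with its near-identical neighbours, so its value is uncertain. *Bglap2* had a log2 fold change of 2.28 (standard error 0.94, adjusted p = 0.614) and *Bglap3* of -0.46 (standard error 0.59, adjusted p = 0.912). Both rest on few counts. *Bglap2* was counted 36 and 14 times in KD-Nap1l2-7d and 10 and 0 times in NC-7d. *Bglap3* was counted 8 and 5 times in KD-Nap1l2-7d and 12 and 6 times in NC-7d, so its groups overlapped. *Runx2* (chromosome 17, 44495987 to 44814797, minus strand) had 999.5 ± 33.2 normalized counts in KD-Nap1l2-7d and 1110 ± 89.9 in NC-7d (SD, n = 2), a log2 fold change of -0.15 (standard error 0.14, adjusted p = 0.861 from the edgeR test). On the log2(FPKM + 1) scale of the deposited gene table the same difference was 0.16, and with the FPKM of *Runx2* summed from the deposited transcript table, an alternative chosen after seeing the data, it was -0.16. The value from the counts was -0.067 without NC-7d replicate 1 and -0.23 without NC-7d replicate 2. *Sp7* (chromosome 15, 102356606 to 102367182, minus strand) and *Alpl* had too few counts to enter the test. *Sp7* was counted 5 and 1 times in KD-Nap1l2-7d and 1 and 5 times in NC-7d, and *Alpl* 6 and 10 times against 5 and 4 times, so that an increase was not detectable at this depth.

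Of the 25 genes printed beside the heat map, 21 were tested, 12 higher and 9 lower in the libraries labelled KD-Nap1l2-7d, with log2 fold changes from -2.14 (*Igf1*) to 1.45 (*Bglap*). Over all genes tested, 0 of the 21 passed an adjusted p-value of 0.05, and 6 had an unadjusted p-value under 0.05. DESeq2's Wald test called 3 over all genes, *Atf4* and *Pck2* as higher and *Igf1* as lower. For *Igf1*, its adjusted p was 2.26e-07, and the range over the alternatives reached 0.455. Among all 25 genes, tested or not, both KD-Nap1l2-7d libraries lay above both NC-7d libraries in 9 and below both in 8, against 33.3% of genes by chance. When adjusted over the list alone, 4 passed. *Atf4* and *Pck2* were higher, with log2 fold changes of 0.96 and 1.03 (adjusted p = 0.0121 and 0.0134 from edgeR's quasi-likelihood test), and *Igf1* and *Fgf1* were lower, with -2.14 and -1.72 (adjusted p = 0.00625 and 0.0121 from the same test). This list, too, was chosen by the study on these samples. In the authors' deposited table, *Igf1* has a log2 fold change of -2.14 with a q-value of 2.25e-07.

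**Figure D3:**
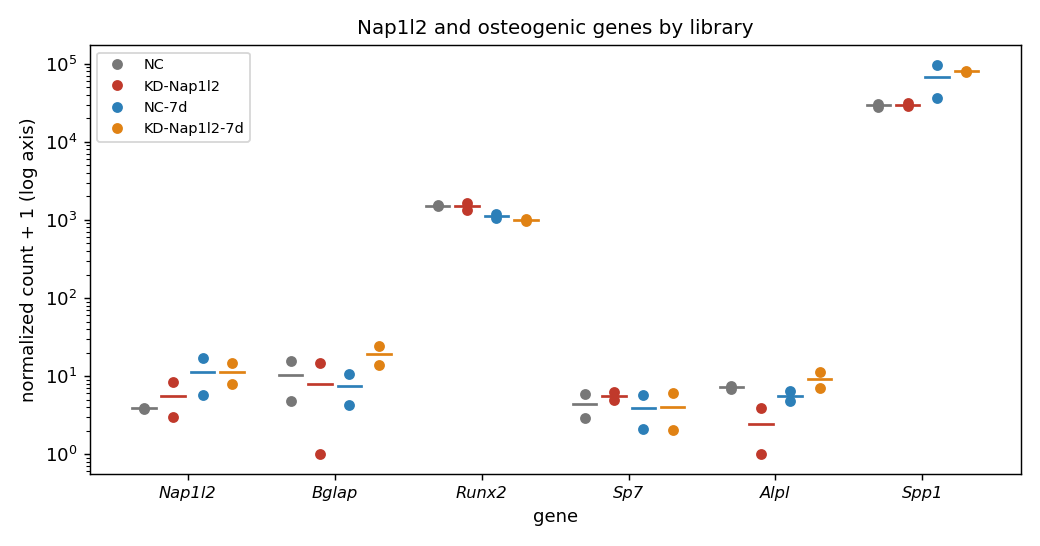
Normalized count plus 1 on a log axis for *Nap1l2* and osteogenic genes. Points are the 2 libraries of each group, NC (grey), KD-Nap1l2 (red), NC-7d (blue) and KD-Nap1l2-7d (orange), and short lines are their means. The group means of *Runx2* lie between 999.5 and 1522, while *Sp7* and *Alpl* lie at or under 10 counts in every library.

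**Figure D4:**
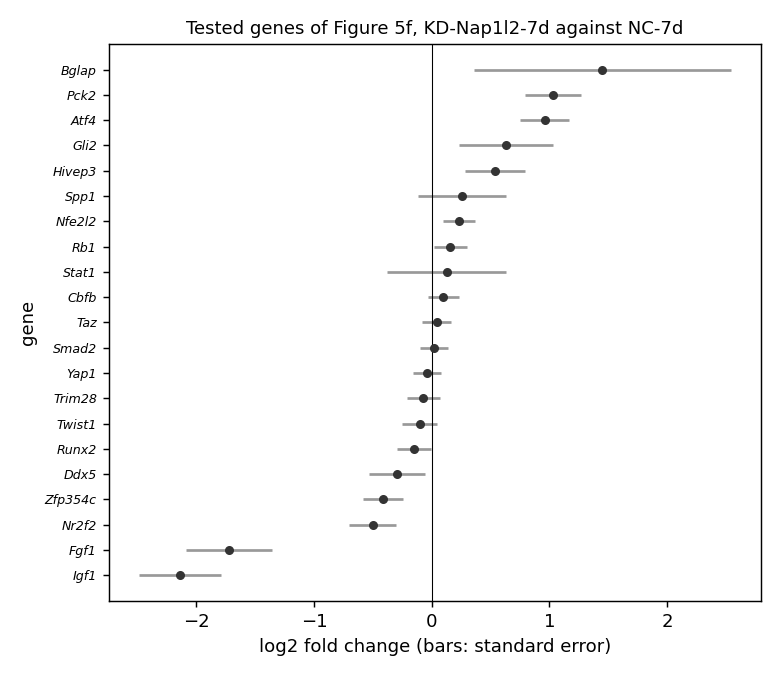
Log2 fold change of the 21 tested heat-map genes, the libraries labelled KD-Nap1l2-7d against NC-7d, with bars for the standard error. Genes run from *Igf1* (-2.14) to *Bglap* (1.45).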

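Between KD-Nap1l2-7d and NC-7d, 14 of 31 tested osteoblast genes were higher in the libraries labelled KD-Nap1l2-7d, with a median log2 fold change of -0.03 (adjusted p = 0.964 from camera over 16 lists). The Reactome list Signaling by BMP had 9 of 18 genes higher and a median of -0.02 (adjusted p = 0.827 from camera). The genes of the 7-day heat map had a median of 0.04 (adjusted p = 0.882 from camera), and the adipocyte genes one of -0.09 (adjusted p = 0.157 from camera). Single libraries moved these 4 medians. The osteoblast median was 0.057 without NC-7d replicate 1, -0.20 without NC-7d replicate 2, -0.11 without KD-Nap1l2-7d replicate 1 and -0.060 without KD-Nap1l2-7d replicate 2. With the same libraries left out in turn, the BMP median was 0.0070, -0.056, -0.091 and 0.071, and the adipocyte median was -0.020, -0.20, -0.030 and -0.15. The heat-map median was 0.10 without NC-7d replicate 1, -0.038 without NC-7d replicate 2 and 0.024 without KD-Nap1l2-7d replicate 1. *Spp1* had 80076 ± 2188 normalized counts (SD, n = 2) in KD-Nap1l2-7d and 66972 ± 42442 in NC-7d, a log2 fold change of 0.26 (standard error 0.37, adjusted p = 0.931 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 1.11 without NC-7d replicate 1 and -0.28 without NC-7d replicate 2. Camera called 7 of the 16 lists and fry 0, with 6 lists at an unadjusted p-value under 0.05 by fry. The medians of the NF-κB target genes, the SASP factor genes and the interferon-stimulated genes were 0.49, 0.46 and 0.47 (adjusted p = 9.22e-11, 3.38e-07 and 0.0095 from camera). The list on activation of NF-κB by TAK1 had a median of 0.08, the cell cycle genes of -0.21 and the Collagen formation genes of -0.02 (adjusted p = 0.0382, 0.0111 and 0.0491 from camera). Without NC-7d replicate 2, the interferon-stimulated and the cell cycle medians changed sign, to -0.49 and 0.26, and the SASP factor median was 0.26. Without NC-7d replicate 1, the interferon-stimulated median was 1.38, the cell cycle median -0.70 and the Collagen formation median -0.13. The interferon-stimulated median was 0.22 without KD-Nap1l2-7d replicate 2, the cell cycle median -0.12 without KD-Nap1l2-7d replicate 1, and the Collagen formation median -0.080 and -0.068 without KD-Nap1l2-7d replicates 1 and 2. With at least 10 counts in every library, the TAK1 and the Collagen formation lists were no longer called (adjusted p = 0.0504 and 0.139 from camera).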

GO analysis for the DEGs further suggested participation in osteoblast differentiation, mineralization, osteoblastogenesis, BMP signaling, and skeleton development (Figure 5g). Moreover, the results of H3K14ac‐ChIP‐seq and ChIP‐qPCR showed that in the NAP1L2 knockdown group, acetylation modification of H3K14 on the promoter regions of the osteogenic genes *Runx2*, *Sp7*, and *Bglap* was increased significantly, which would benefit the expression of osteogenic genes and then promote osteogenic differentiation (Figure 5h,i). Thus, our present data elaborate a possible mechanism of NAP1L2 in regulating osteogenesis through H3K14 acetylation‐mediated chromosomal remodeling.

**FIGURE 5:**
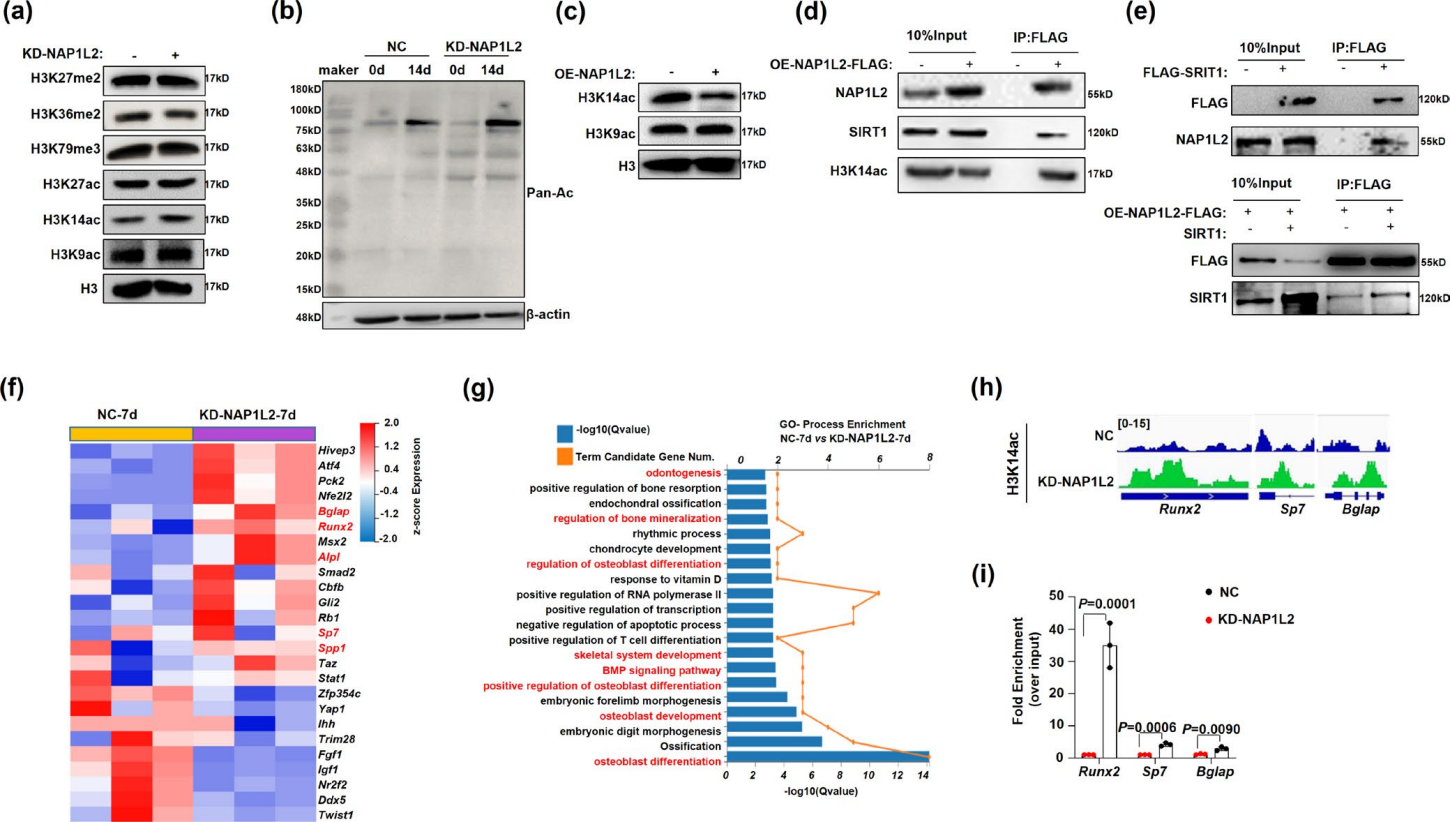
NAP1L2 recruits SIRT1 to deacetylate H3K14ac on promoters of osteogenic gene. (a) Global status of the most common histone modifications upon NAP1L2 depletion compared with the non‐target control. (b) Western blot validating the level of pan‐acetylation of the whole protein after knockdown of NAP1L2 under osteogenic induction. (c) Protein levels of H3K14ac and H3K9ac in C3H10T1/2 cells after NAP1L2 overexpression. (d) C3H10T1/2 cells infected with lentivirus carrying pITA‐insert‐mNap1l2‐FLAG plasmid for 72 h, co‐IP to detect the interaction between NAP1L2 and H3K14ac or SIRT1. (e) Co‐IP to show the interaction between NAP1L2 and SIRT1 in C3H10T1/2 cells infected with lentivirus carrying pCDH‐FLAG‐Sirt1, or infected together with lentivirus carrying pITA‐insert‐mNap1l2‐FLAG, and pcDNA6‐V5‐mSirt1. (f) Heat map showing the downregulation and upregulation osteogenic genes in NAP1L2‐knockdown C3H10T1/2 cells for osteogenic induction 7 days. (g) GO analysis showing biological processes of the DEGs involved in NAP1L2‐knockdown C3H10T1/2 cells under osteogenic induction. (h) Analysis of H3K14ac‐ChIP‐seq and (i) ChIP‐qPCR validating the recruitment of H3K14ac on the promoter regions of the osteogenic genes *Runx2*, *Sp7*, and *Bglap* in the Napl12 knockdown group (*n* = 3). *p* values of mean ± SD determined by Student's *t* test

### 2.7 NAP1L2 expression is closely correlated with senile osteoporosis *in vivo* and in clinic

To verify the important role of NAP1L2 *in vivo*, we successfully established a senile osteoporosis model in 24‐month‐old mice and confirmed obvious bone marrow loss in the aged mice using a micro‐CT scan by detecting the microstructure of the femur (Figure 6a), as well as trabecular number (Tb.N), trabecular thickness (Tb. Th), bone volume/total volume (BV/TV), trabecular separation (Tb. Sp), and percentage of cortical bone area to tissue area (B. Ar/T. Ar %) (Figure 6b). At the same time, three‐point bending test evaluating the biomechanical femur bone strength of the young and senile mice showed that the maximum load and elastic modulus of senile mice were significantly reduced compared with the young mice (Figure 6c,d). When the BMSCs were isolated from the young and aged mice, the telomere dysfunction assay showed significantly increased colocalizations of both 53BP1 and γ‐H2AX with telomere probe in BMSCs from the aged mice (Figure 6e), along with the markedly elevated NAP1L2 expression both at mRNA and protein levels (Figure 6f). Immunohistochemistry staining for NAP1L2 level in femur sections of osteoporotic mice showed that the expression was significantly higher in the leptin receptor positive (LEPR^+^) BMSCs than that in the control group (Figure 6g). Notably, when we isolated BMSCs from patients with osteoporosis (Figure 6h), we also observed significantly higher *NAP1L2* expression than those from age‐paired healthy controls (Figure 6i). A significant negative correlation was elicited between *NAP1L2* expression and bone mineral density (BMD), as well as the CT value for the L1 lumbar in osteoporosis patients (Figure 6j,k); however, no significant correlation between *NAP1L2* expression and bone mineral density (BMD) or CT value in the age‐paired healthy donors was observed (Figure 6l). Collectively, these *in vivo* and clinical data strongly demonstrate a close relationship between senile osteoporosis and NAP1L2 expression.

**FIGURE 6:**
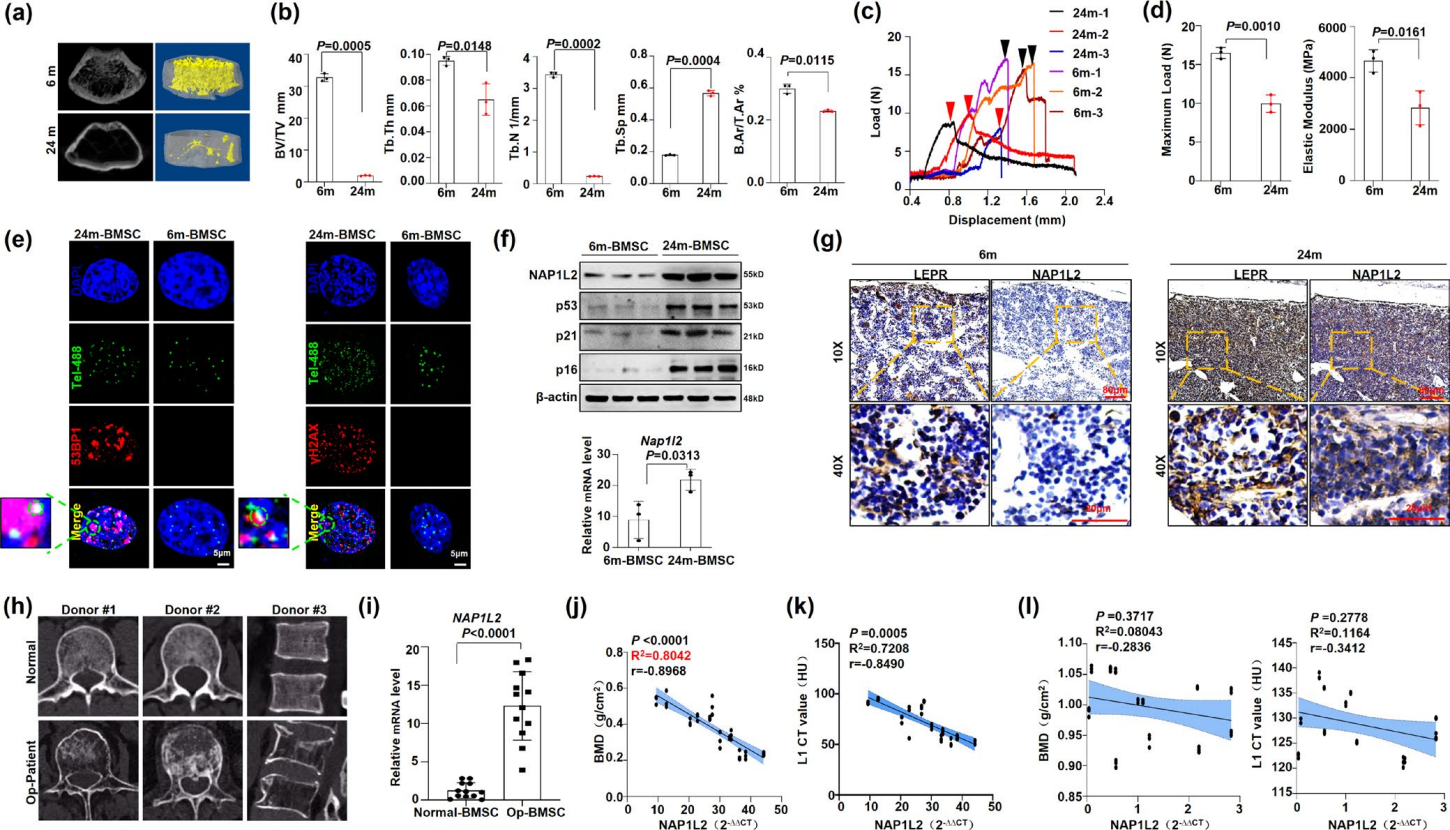
NAP1L2 is closely correlated with senile osteoporosis *in vivo* and in clinical. (a) Micro‐CT analysis to show bone mass and microstructure of senile osteoporosis mice. (b) Measurement of the percentage of trabecula separation (Tb.Sp), trabecular number (Tb.N), trabecular thickness (Tb.Th), bone volume/total volume (BV/TV), and percentage of cortical bone area to tissue area (B.Ar/T.Ar %) in the metaphyseal regions of femurs in the 6 months (*n* = 3) and 24 months mice (*n* = 3). (c) Three‐point bending test to detect the femur bone biomechanical strength of the young and old mice. The load‐displacement curves of the femurs in the 6‐month (*n* = 3) and 24‐month mice (*n* = 3). (d) The maximum load and elastic modulus of the femurs in the 6‐month (*n* = 3) and 24‐month mice (*n* = 3). (e) Representative images of 53BP1/γ‐H2AX at telomeres in 24‐month BMSCs (*n* = 3) and 6‐month BMSCs (*n* = 3). Scale bars, 5 μm. (f) Western blot and qPCR demonstrating NAP1L2, p53, p21, and p16 expression in 24‐month BMSCs (*n* = 3) and 6‐month BMSCs (*n* = 3). (g) Representative micrographs of immunohistochemistry staining for LEPR and NAP1L2 in femurs of the 6‐month (*n* = 3) and 24‐month mice (*n* = 3). (h) CT images of age‐paired healthy donors (*n* = 3) and patients with senile osteoporosis (*n* = 3). (i) qPCR showing *NAP1L2* expression in osteoporosis patients’ BMSCs (*n* = 12). (j) Correlation analysis of NAP1L2 and bone mineral density (BMD) in osteoporosis patients (*n* = 12). (k) Correlation analysis of NAP1L2 and CT value in osteoporosis patients (*n* = 12). (l) Correlation analysis of NAP1L2 and bone mineral density (BMD) or CT value in age‐paired healthy donors (*n* = 12). *p* values of mean ± SD determined by Student's *t* test

## 3 DISCUSSION

Aging is such a complicated process that the key drivers and regulators are not easy to define. In the current study, we report that NAP1L2, whose expression is significantly elevated during aging, has a close correlation with physiological and pathophysiological senescence as well as with the suppressed osteogenic capabilities of BMSCs. We also revealed a possible regulatory mechanism of NAP1L2 in activating the NF‐κB pathway and impairing osteogenic potential through epigenetic regulation of histone acetylation at H3K14.

Ample studies have revealed that aging leads to diverse changes in cellular biology and the transcriptome regulated by genomic or epigenetic mechanisms (Declerck & Vanden Berghe, 2018; Field et al., 2018). In our experiment, we firstly confirmed that BMSCs derived from elderly donors showed a significant senescent phenotype compared with those from young donors, evidenced by increasing β‐galactosidase staining, upregulated age‐related genes *p21* and *p16*, cell cycle arrest at the G1 phase, limited proliferation, augmented telomere DNA damage, and suppressed osteogenic differentiation capacity. Based on these findings, we performed gene array sequencing to screen differentially expressed genes and identified 21 differently expressed genes between the two groups, with 15 being elevated and 7 being suppressed. Our focus on the *Nap1l2* gene is based upon Rogner's series of work showing that NAP1L2 plays a critical role in neuronal differentiation in mice (Attia et al., 2007, 2013; Rogner et al., 2000). In our study, we also observed that the elevated NAP1L2 in the old BMSCs was concomitant with the augmentation of chromatin accessibility, which was in line with the previous finding that NAP1L2 is an epigenetic regulator of nucleosome assembly via histone acetylation modification (Attia et al., 2007). Moreover, our GO analysis showed that IL6 and IL8 secretion is one of the most changed biological processes, along with stem cell differentiation. In fact, IL6 and IL8 are important components of senescence‐associated secretory phenotype (SASP) (Gorgoulis et al., 2019). In our *in vitro*‐induced cellular senescence model and in BMSCs from the aged mice, depletion of NAP1L2 significantly alleviated the process of cellular senescence. Concomitantly, SASP factors, such as IL6 and IL8 secretion, activation of the NF‐κB signaling pathway, and activation of the p53 signaling pathway were all remarkably diminished. In sum, our data suggest that NAP1L2 regulates the cellular senescence process through the NF‐κB signaling pathway and thus identifies NAP1L2 as an important regulator of the senescence of BMSCs.

It has become apparent that the osteogenic differentiation of BMSCs decreases with senescence, which limits the potential of BMSCs in bone regeneration (Abdelmagid et al., 2015; D'Ippolito et al., 1999). Our study also evaluated the impact of NAP1L2 on the osteogenesis of BMSCs, and the results indicated that deletion of Nap1l2 resulted in a significant amelioration of the osteogenic differentiation of BMSCs. Mechanistically, NAP1L2 likely participates in restraining H3K14 acetylation (H3K14ac) on promoters of osteogenic genes, such as *Bglap*, *Runx2*, and *Sp7*, because depletion of NAP1L2 significantly augmented the global H3K14ac and expression of these genes. These findings were slightly different from those of a previous study, which reported that NAP1L2 coexists with chromatin in the nucleus and facilitates histone acetyltransferase activity to histones H3 and H4 (Attia et al., 2007). Interestingly, our results also suggest that NAP1L2 actually recruits the NAD^+^‐dependent deacetylase sirtuin‐1 (SIRT1), and the latter reduces the level of H3K14ac on promoters of osteogenic genes, since H3K14ac is generally linked to gene activation (Li et al., 2016). Thus, we uncovered a previously unreported role of NAP1L2 in regulating osteogenic differentiation. However, we are not sure whether NAP1L2 only affects cell senescence and osteogenic differentiation at the same time or inhibits osteogenic differentiation by inducing cell senescence.

Finally, using an *in vivo* aging mouse model and clinical sample from patients with senile osteoporosis, we further validated the correlation of elevated NAP1L2 expression with the development of aging and impairment of BMSCs. Similar to our above results, deletion of NAP1L2 improved the osteogenesis of the senescent BMSCs. Therefore, we verified that augmentation of NAP1L2 expression is a barrier to bone formation. Translationally, our study also suggests that nicotinamide mononucleotide (NMN), a crucial NAD + intermediate that decreases with age in mammals (Song et al., 2019), binds NAP1L2 protein, and suppresses its expression. Other studies have verified that supplementation of NMN has preventive effects against age‐associated pathophysiology and disease conditions (Yoshino et al., 2018), and also clarifies that administration of NMN reduces senescent phenotypes of BMSCs and ameliorates osteogenic differentiation.

Hence, our findings suggest that NAP1L2 serves as a new theoretical basis for aging‐related disease. The translational merit of our study is to indicate that the aging antagonist reagent nicotinamide mononucleotide (NMN) has an inhibitory effect on NAP1L2 expression, thus providing a theoretical basis for the management of age‐related diseases.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animals and treatment procedure

We divided the mice into two groups: the old C57 mice (24 months old) and the young C57 mice (6 months old). Mice were sacrificed under 10% chloral hydrate anesthesia. Both sides of the femur were collected and fixed in 4% paraformaldehyde. The femur samples were first dehydrated using 70% ethanol for 48 h. Samples were scanned using a micro‐CT scanner (Bruker microCT, Kontich, Belgium). The ROI is superiorly placed 1.0 mm from the distal growth plate of the femoral head within the femoral cortex. All images were post‐operated to isolate cancellous bone from cortical bone and preserve its morphology using a threshold of 800 manually. Scans were repeated three times, bone micro‐architectural parameters of each group were taken from the same region of interest (ROI). The following structural parameters of the ROI were calculated: bone volume/tissue volume (BV/TV), trabecular number (Tb.N), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and percentage of cortical bone area to total tissue area (B.Ar/T.Ar %).

### 4.2 Cell culture

The samples were divided into groups according to age, the young group (young BMSC, 17–45 years old, *n* = 6), the old group (old‐BMSC, 65–91 years old, *n* = 6). BMSCs were taken from patients undergoing fracture clean‐up and requiring bone marrow examination. Exclusion criteria include malignant tumors, family genetic diseases, and other bone diseases. All patients have signed informed consent.

Density gradient centrifugation was used to isolate adult bone marrow mononuclear cells (MNC), and BMSCs were purified by the characteristics of differential attachment. BMCSs were plated with Dulbecco's modified Eagle's medium (DMEM) including 15% fetal bovine serum (FBS) (Gibco, Life Technologies, USA), 100 U/ml penicillin, 100 μg/ml streptomycin. The medium was replaced every 3 days. After the cell fusion degree reaches 80–90%, the cells are passaged, and passages 3 can be used for subsequent experiments. BMCSs were passaged 1:2 when cultures reached confluency. Cultures were defined as replicative senescent BMCSs when they failed to reach confluency 10 d after a 1:2 split. Primary mouse BMSCs were isolated from C57BL/6J mice at 6 or 24 months by flushing the bone marrow of femurs. Cells were cultured in minimum essential medium α (α‐MEM) supplemented with 15% FBS. Human embryonic kidney 293 T cells and multipotent mouse mesenchymal stem cells (C3H10T1/2) were maintained in DMEM medium with 10% FBS.

### 4.3 Plasmid construction and viral infection

Plasmids expressing shRNAs targeting Nap1l2 were purchased from Genechem (Shanghai, China). For NAP1L2 overexpression, Nap1l2 cDNA was cloned into the pITA‐insert vector. Transient transfections to HEK293T cells were performed using polyethyleneimine (PEI) (Polysciences, USA) in the OPTI‐MEM medium (Life Technologies, Carlsbad, CA, USA) with a ratio of 1:4 of DNA: PEI. Viral particles were produced by HEK293T cells transfected with 4 μg PMD2G and 6 μg PSPAX2 packaging plasmids (Addgene, USA), together with 8 μg lentiviral expressing vectors encoding target genes (pITA‐insert‐mNap1l2‐FLAG, shNap1l2, pCDH‐FLAG‐Sirt1, pcDNA6‐V5‐mSirt1). Supernatant carrying the viral particles was harvested after transfection and concentrated to 1/100 volume by poly (ethylene glycol) 8,000 (Sigma‐Aldrich, USA). For viral infection, 1 × 10^6^ C3H10T1/2 cells were seeded and then added 20 μl viral concentration and 8 μg/ml polybrene, and cells were spun at 200 ×g for 45 min at 20°C. 12 h after infection, the medium was changed and cells were cultured for another 48 h until further management. Western blots and qPCR assessed efficiencies of knockdown and overexpression. Plasmids of pITA‐insert‐mNap1l2‐FLAG, pCDH‐FLAG‐Sirt1, and pcDNA6‐V5‐mSirt1 were constructed by our team.

### 4.4 Alizarin red Staining and calcium quantitative analysis

After cultured with osteoblast induction medium for 14 days, the cells were washed twice with PBS and fixed at room temperature for 15 min with 95% ethanol and washed with deionized water. The fixed cells were incubated with 40 mM (PH: 4.2) Alizarin red staining solution (Sigma‐Aldrich, USA) for 10 min at room temperature and then washed thoroughly in deionized water. To quantitate the calcium mineral content, the stained cells were dissolved with 10% cetylpyridinium chloride for 60 min at room temperature. Concentrations were determined by reading the absorbance at 562 nm using a standard calcium curve. The final calcium level in each group was normalized to the total protein concentrations obtained from a duplicate plate.

### 4.5 Immunofluorescence‐telomere FISH (IF‐FISH) of telomere dysfunction‐induced foci assay

Fluorescence in situ hybridization (FISH) of telomeres was performed on 2% formaldehyde fixed cells using a PNA‐FISH with a (CCCTAA)3‐Alexa488 telomere probe (Panagene, Daejeon, KR). 53BP1/γ‐H2AX immunofluorescence‐telomere FISH was carried out as described by Kasbek and colleagues(Kasbek et al., 2013). The primary antibody and the Alexa Fluor^TM^ 555‐conjugated secondary antibody were both diluted 1:500. Stained cells were photographed using an Olympus inverted microscope or confocal microscope (Olympus FV1000, JP). All antibodies, vendors were provided in the key resources table.

### 4.6 Co‐immunoprecipitation and Chromatin‐Immunoprecipitation (ChIP)

Co‐IP was conducted according to a procedure previously described (Liu et al., 2014). For the ChIP assay, 1 × 10^6^ cells were crosslinked in 1% formaldehyde (Thermo Scientific, USA) for 10 min. Crosslinking was quenched with glycine, and cells were washed two times with ice PBS. The ChIP of H3K14ac (Abcam, UK) cells was lysed in lysis‐buffer and chromatin was sonicated to a fragment size of 150 to 300 bp by using eight cycles. The chromatin concentration and chromatin fragments were checked using Nanodrop and 2% agarose gel. Then, samples were immunoprecipitated using an anti‐H3K14ac antibody linked to magnetic beads and the DNA purified with QIAquick PCR Purification Kit (QIAGEN, USA). The normalized enrichment value was calculated as the subtraction of the IP relative value with the input relative value.

### 4.7 The assay for transposase accessible chromatin with high‐throughput sequencing (ATAC‐seq)

ATAC‐seq was performed as previously described (Buenrostro et al., 2015). 5 × 10^3^–5 × 10^4^ cells were used for each tagmentation using Tn5 transposases. The resulting DNA was isolated, quantified, and sequenced on an Illumina NextSeq500 system. The raw reads were aligned to the human genome assembly hg19 using Bowtie40 with the default parameters, and only tags that uniquely mapped to the genome were used for further analysis.

### 4.8 Statistical analysis

All quantitative data are shown as mean ± SD for at least three independent experiments. Differences between groups were determined using paired two‐tailed sided Student's *t* test or two‐way ANOVA. Pearson correlation test was used to determine the correlations between gene expressions. A *p* value < 0.05 was considered statistically significant compared with the controls, respectively.

## CONFLICT OF INTEREST

All authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

Z.Q.L., D.Y.L., and C.Y.L. contributed to the design of the experiments. M.L.H, L.Y.X, J.Y.W, J.J.W., and L.Z. contributed to writing the manuscript. M.L.H, L.Y.X, Y.X., F.L., H.M.J, J.G., L.S., and X.L. contributed to performing the experiments and statistical analyses. M.L.H., L.Z., and S.W. were in charge of the animal studies. M.L.H and L.Y.X provided the clinical statistics. D.Y. L. and Z.Q.L. approved the final submission.

## Supporting information

Supplementary Material Click here for additional data file.

Fig S1‐S8 Click here for additional data file.

Method S1 Click here for additional data file.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the supplementary files, and the RNA‐seq and ChIP‐seq data can be publicly found at the Gene Expression Omnibus database under accession number GSE166244. Requests for any materials in this study should be directed to Zhiqiang Liu and obtained through an MTA.

## References

[acel13551-bib-0001] Abdelmagid, S. M. , Barbe, M. F. , & Safadi, F. F. (2015). Role of inflammation in the aging bones. Life Sciences, 123, 25–34. 10.1016/j.lfs.2014.11.011 25510309

[acel13551-bib-0002] Adesida, A. B. , Mulet‐Sierra, A. , & Jomha, N. M. (2012). Hypoxia mediated isolation and expansion enhances the chondrogenic capacity of bone marrow mesenchymal stromal cells. Stem Cell Research & Therapy, 3(2), 9. 10.1186/scrt100 22385573PMC3392769

[acel13551-bib-0003] Al‐Bari, A. A. , & Al Mamun, A. (2020). Current advances in regulation of bone homeostasis. FASEB BioAdvances, 2(11), 668–679. 10.1096/fba.2020-00058 33205007PMC7655096

[acel13551-bib-0004] Attia, M. , Rachez, C. , Avner, P. , & Rogner, U. C. (2013). Nucleosome assembly proteins and their interacting proteins in neuronal differentiation. Archives of Biochemistry and Biophysics, 534(1–2), 20–26. 10.1016/j.abb.2012.09.011 23031499

[acel13551-bib-0005] Attia, M. , Rachez, C. , De Pauw, A. , Avner, P. , & Rogner, U. C. (2007). Nap1l2 promotes histone acetylation activity during neuronal differentiation. Molecular and Cellular Biology, 27(17), 6093–6102. 10.1128/MCB.00789-07 17591696PMC1952155

[acel13551-bib-0006] Bang, M. , Kim, D. G. , Gonzales, E. L. , Kwon, K. J. , & Shin, C. Y. (2019). Etoposide induces mitochondrial dysfunction and cellular senescence in primary cultured rat astrocytes. Biomolecules & Therapeutics, 27(6), 530–539. 10.4062/biomolther.2019.151 31646843PMC6824621

[acel13551-bib-0007] Buenrostro, J. D. , Wu, B. , Chang, H. Y. , & Greenleaf, W. J. (2015). ATAC‐seq: A method for assaying chromatin accessibility genome‐wide. Current Protocols in Molecular Biology, 109(1), 21 29 21–21 29 29. 10.1002/0471142727.mb2129s109 PMC437498625559105

[acel13551-bib-0008] Declerck, K. , & Vanden Berghe, W. (2018). Back to the future: Epigenetic clock plasticity towards healthy aging. Mechanisms of Ageing and Development, 174, 18–29. 10.1016/j.mad.2018.01.002 29337038

[acel13551-bib-0009] DiLoreto, R. , & Murphy, C. T. (2015). The cell biology of aging. Molecular Biology of the Cell, 26(25), 4524–4531. 10.1091/mbc.E14-06-1084 26668170PMC4678010

[acel13551-bib-0010] D'Ippolito, G. , Schiller, P. C. , Ricordi, C. , Roos, B. A. , & Howard, G. A. (1999). Age‐related osteogenic potential of mesenchymal stromal stem cells from human vertebral bone marrow. Journal of Bone and Mineral Research, 14(7), 1115–1122. 10.1359/jbmr.1999.14.7.1115 10404011

[acel13551-bib-0011] Field, A. E. , Robertson, N. A. , Wang, T. , Havas, A. , Ideker, T. , & Adams, P. D. (2018). DNA methylation clocks in aging: Categories, causes, and consequences. Molecular Cell, 71(6), 882–895. 10.1016/j.molcel.2018.08.008 30241605PMC6520108

[acel13551-bib-0012] Gong, H. , Yan, Y. , Fang, B. O. , Xue, Y. , Yin, P. , Li, L. U. , Zhang, G. , Sun, X. , Chen, Z. , Ma, H. , Yang, C. , Ding, Y. , Yong, Y. E. , Zhu, Y. , Yang, H. , Komuro, I. , Ge, J. , & Zou, Y. (2014). Knockdown of nucleosome assembly protein 1‐like 1 induces mesoderm formation and cardiomyogenesis via notch signaling in murine‐induced pluripotent stem cells. Stem Cells, 32(7), 1759–1773. 10.1002/stem.1702 24648372

[acel13551-bib-0013] Gorgoulis, V. , Adams, P. D. , Alimonti, A. , Bennett, D. C. , Bischof, O. , Bishop, C. , Campisi, J. , Collado, M. , Evangelou, K. , Ferbeyre, G. , Gil, J. , Hara, E. , Krizhanovsky, V. , Jurk, D. , Maier, A. B. , Narita, M. , Niedernhofer, L. , Passos, J. F. , Robbins, P. D. , … Demaria, M. (2019). Cellular senescence: Defining a path forward. Cell, 179(4), 813–827. 10.1016/j.cell.2019.10.005 31675495

[acel13551-bib-0014] Heshmati, Y. , Kharazi, S. , Türköz, G. , Chang, D. , Kamali Dolatabadi, E. , Boström, J. , Krstic, A. , Boukoura, T. , Wagner, E. , Kadri, N. , Månsson, R. , Altun, M. , Qian, H. , & Walfridsson, J. (2018). The histone chaperone NAP1L3 is required for haematopoietic stem cell maintenance and differentiation. Scientific Reports, 8(1), 11202. 10.1038/s41598-018-29518-z 30046127PMC6060140

[acel13551-bib-0015] Kasbek, C. , Wang, F. , & Price, C. M. (2013). Human TEN1 maintains telomere integrity and functions in genome‐wide replication restart. Journal of Biological Chemistry, 288(42), 30139–30150. 10.1074/jbc.M113.493478 PMC379848224025336

[acel13551-bib-0016] LeBrasseur, N. K. , Tchkonia, T. , & Kirkland, J. L. (2015). Cellular senescence and the biology of aging, disease, and frailty. Nestlé Nutrition Institute Workshop Series, 83, 11–18. 10.1159/000382054 26485647PMC4780350

[acel13551-bib-0017] Li, N. A. , Li, Y. , Lv, J. , Zheng, X. , Wen, H. , Shen, H. , Zhu, G. , Chen, T.‐Y. , Dhar, S. S. , Kan, P.‐Y. , Wang, Z. , Shiekhattar, R. , Shi, X. , Lan, F. , Chen, K. , Li, W. , Li, H. , & Lee, M. G. (2016). ZMYND8 reads the dual histone mark H3K4me1‐H3K14ac to antagonize the expression of metastasis‐linked genes. Molecular Cell, 63(3), 470–484. 10.1016/j.molcel.2016.06.035 27477906PMC4975651

[acel13551-bib-0018] Liu, J. , Ding, Y. , Liu, Z. , & Liang, X. (2020). Senescence in mesenchymal stem cells: functional alterations, molecular mechanisms, and rejuvenation strategies. Frontiers in Cell and Developmental Biology, 8, 258. 10.3389/fcell.2020.00258 32478063PMC7232554

[acel13551-bib-0019] Liu, Z. , Li, T. , Reinhold, M. I. , & Naski, M. C. (2014). MEK1‐RSK2 contributes to Hedgehog signaling by stabilizing GLI2 transcription factor and inhibiting ubiquitination. Oncogene, 33(1), 65–73. 10.1038/onc.2012.544 23208494

[acel13551-bib-0020] Mani, C. , Reddy, P. H. , & Palle, K. (2020). DNA repair fidelity in stem cell maintenance, health, and disease. Biochimica Et Biophysica Acta (BBA) ‐ Molecular Basis of Disease, 1866(4), 165444. 10.1016/j.bbadis.2019.03.017 PMC693542930953688

[acel13551-bib-0021] Osorio, F. G. , Lopez‐Otin, C. , & Freije, J. M. (2012). NF‐kB in premature aging. Aging (Albany NY), 4(11), 726–727. 10.18632/aging.100502 23211391PMC3560436

[acel13551-bib-0022] Rogner, U. C. , Spyropoulos, D. D. , Le Novere, N. , Changeux, J. P. , & Avner, P. (2000). Control of neurulation by the nucleosome assembly protein‐1‐like 2. Nature Genetics, 25(4), 431–435. 10.1038/78124 10932189

[acel13551-bib-0023] Sanghani‐Kerai, A. , McCreary, D. , Lancashire, H. , Osagie, L. , Coathup, M. , & Blunn, G. (2018). Stem cell interventions for bone healing: Fractures and osteoporosis. Current Stem Cell Research & Therapy, 13(5), 369–377. 10.2174/1574888X13666180410160511 29637866

[acel13551-bib-0024] Song, J. , Li, J. , Yang, F. , Ning, G. , Zhen, L. , Wu, L. , Zheng, Y. , Zhang, Q. I. , Lin, D. , Xie, C. , & Peng, L. (2019). Nicotinamide mononucleotide promotes osteogenesis and reduces adipogenesis by regulating mesenchymal stromal cells via the SIRT1 pathway in aged bone marrow. Cell Death & Disease, 10(5), 336. 10.1038/s41419-019-1569-2 31000692PMC6472410

[acel13551-bib-0025] Uccelli, A. , Moretta, L. , & Pistoia, V. (2008). Mesenchymal stem cells in health and disease. Nature Reviews Immunology, 8(9), 726–736. 10.1038/nri2395 19172693

[acel13551-bib-0026] Wagner, D. R. , Karnik, S. , Gunderson, Z. J. , Nielsen, J. J. , Fennimore, A. , Promer, H. J. , Lowery, J. W. , Loghmani, M. T. , Low, P. S. , McKinley, T. O. , Kacena, M. A. , Clauss, M. , & Li, J. (2019). Dysfunctional stem and progenitor cells impair fracture healing with age. World J Stem Cells, 11(6), 281–296. 10.4252/wjsc.v11.i6.281 31293713PMC6600851

[acel13551-bib-0027] Wang, Y. , Wang, L. , Wen, X. , Hao, D. , Zhang, N. , He, G. , & Jiang, X. (2019). NF‐kappaB signaling in skin aging. Mechanisms of Ageing and Development, 184, 111160. 10.1016/j.mad.2019.111160 31634486

[acel13551-bib-0028] Wong, T. Y. , Solis, M. A. , Chen, Y. H. , & Huang, L. L. (2015). Molecular mechanism of extrinsic factors affecting anti‐aging of stem cells. World Journal of Stem Cells, 7(2), 512–520. 10.4252/wjsc.v7.i2.512 25815136PMC4369508

[acel13551-bib-0029] Yoshino, J. , Baur, J. A. , & Imai, S. I. (2018). NAD(+) intermediates: The biology and therapeutic potential of NMN and NR. Cell Metabolism, 27(3), 513–528. 10.1016/j.cmet.2017.11.002 29249689PMC5842119

[acel13551-bib-0030] Zlatanova, J. , Seebart, C. , & Tomschik, M. (2007). Nap1: taking a closer look at a juggler protein of extraordinary skills. The FASEB Journal, 21(7), 1294–1310. 10.1096/fj.06-7199rev 17317729

# Supplementary material for: NAP1L2 drives mesenchymal stem cell senescence and suppresses osteogenic differentiation
**Source:** Aging Cell. 2022 Jan 15;21(2):e13551. doi: 10.1111/acel.13551
**Supplement:** Supplementary file 1 — Supplementary Material

Quantification of all the telomere dysfunction data.

Note: Data were shown as mean ± SD for at least three independent experiments.

**Figure 2 d**

**
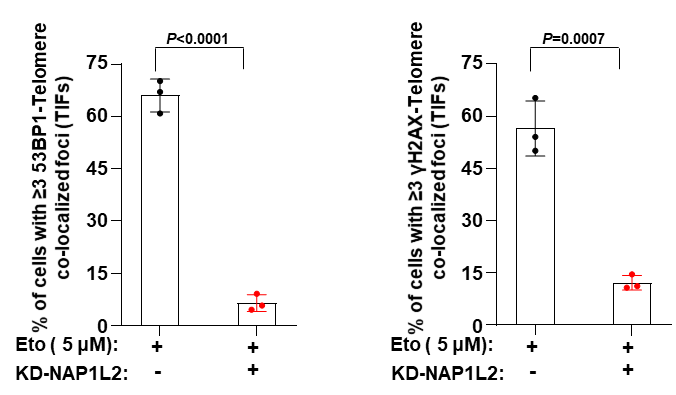
**

**Figure 2 g**

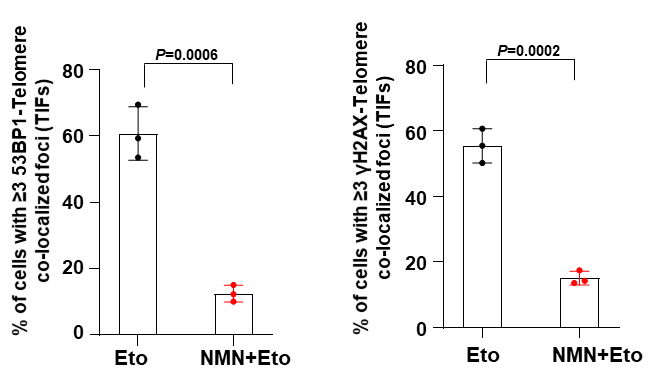

**Figure 3 b**

**
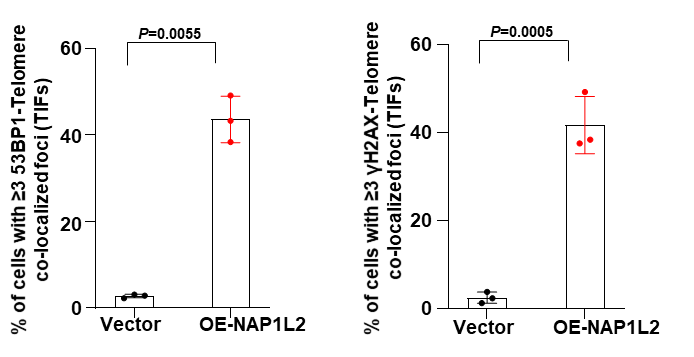
**

**Figure 4 g**

**
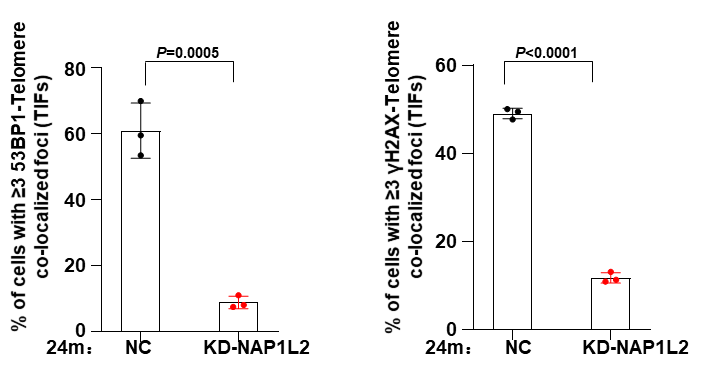
**

**Figure 6 e**

**
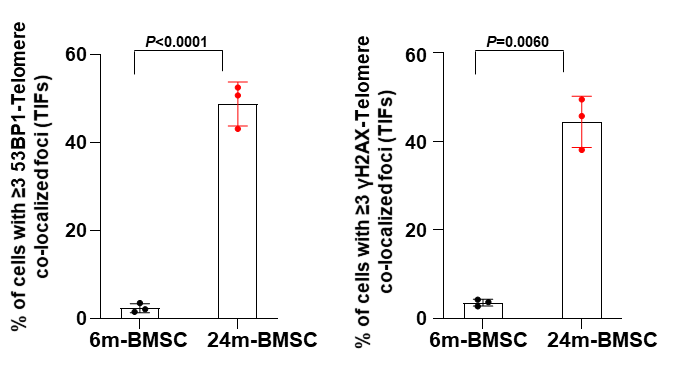
**

**Figure S2 g**

**
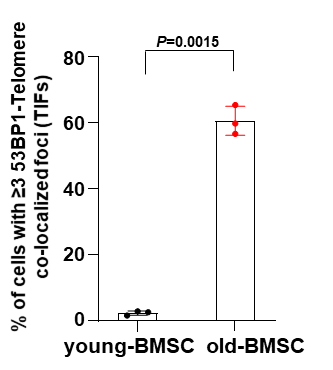
**

**Figure S2 h**

**
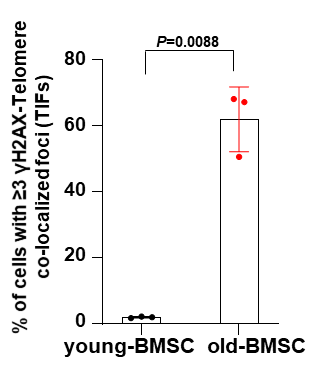
**

**Figure S5 a**

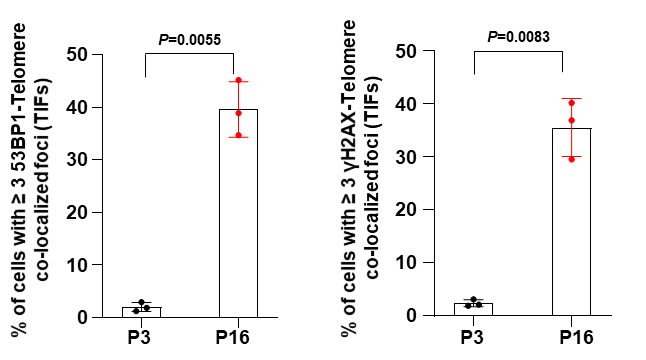

**Figure S6 b**

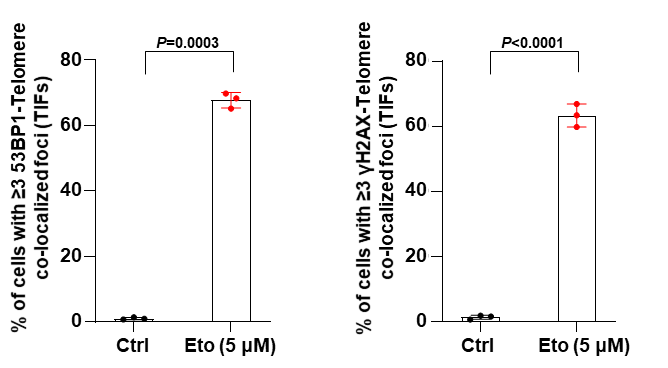

**Figure S6 g**

**
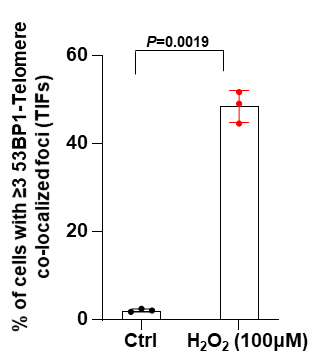
**

**Figure S6 h**

**
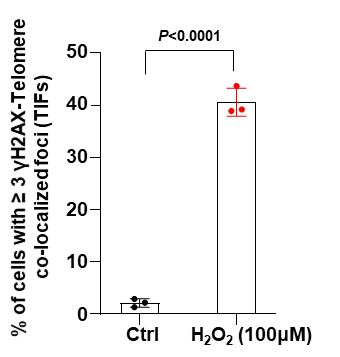
**

**Figure S8 f**

**
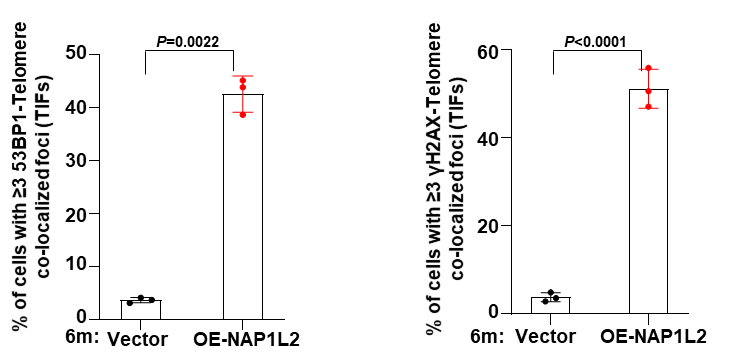
**

# Supplementary material for: NAP1L2 drives mesenchymal stem cell senescence and suppresses osteogenic differentiation
**Source:** Aging Cell. 2022 Jan 15;21(2):e13551. doi: 10.1111/acel.13551
**Supplement:** Supplementary file 2 — Fig S1‐S8

**Supplementary Figures**

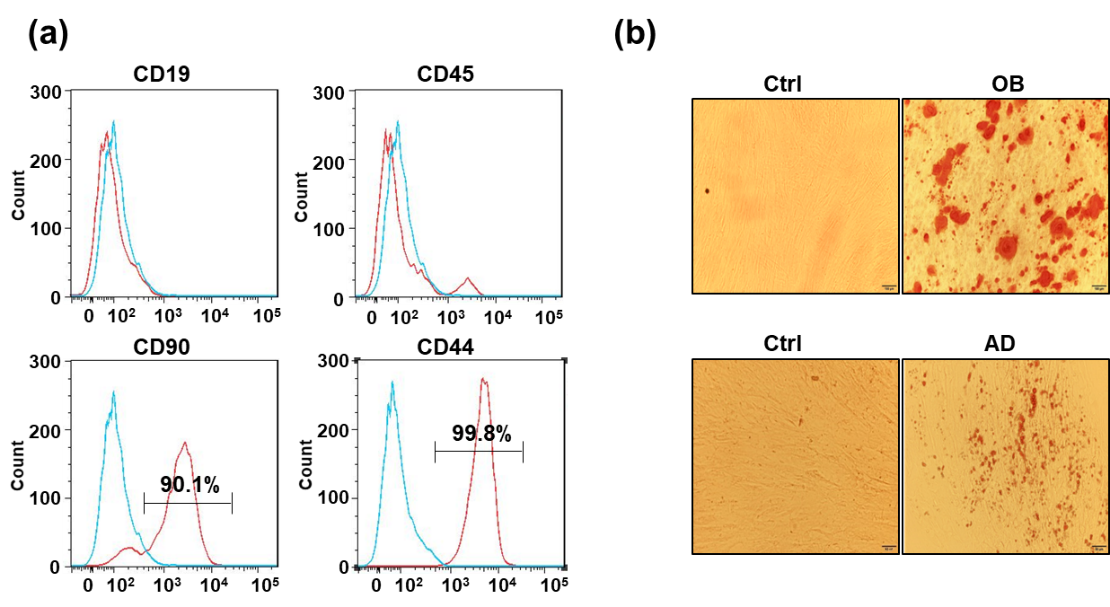

**Figure S1 Multi-lineage differentiation of BMSCs and flow cytometry analysis on biomarkers of BMSCs.**

**(a)** Flow cytometry showing the expression of surface markers CD19, CD45, CD90, and CD44 in BMSCs. **(b)** Alizarin red staining and oil red O staining showing the multidirectional differentiation ability of isolated cells. Scale bar, 50μm.

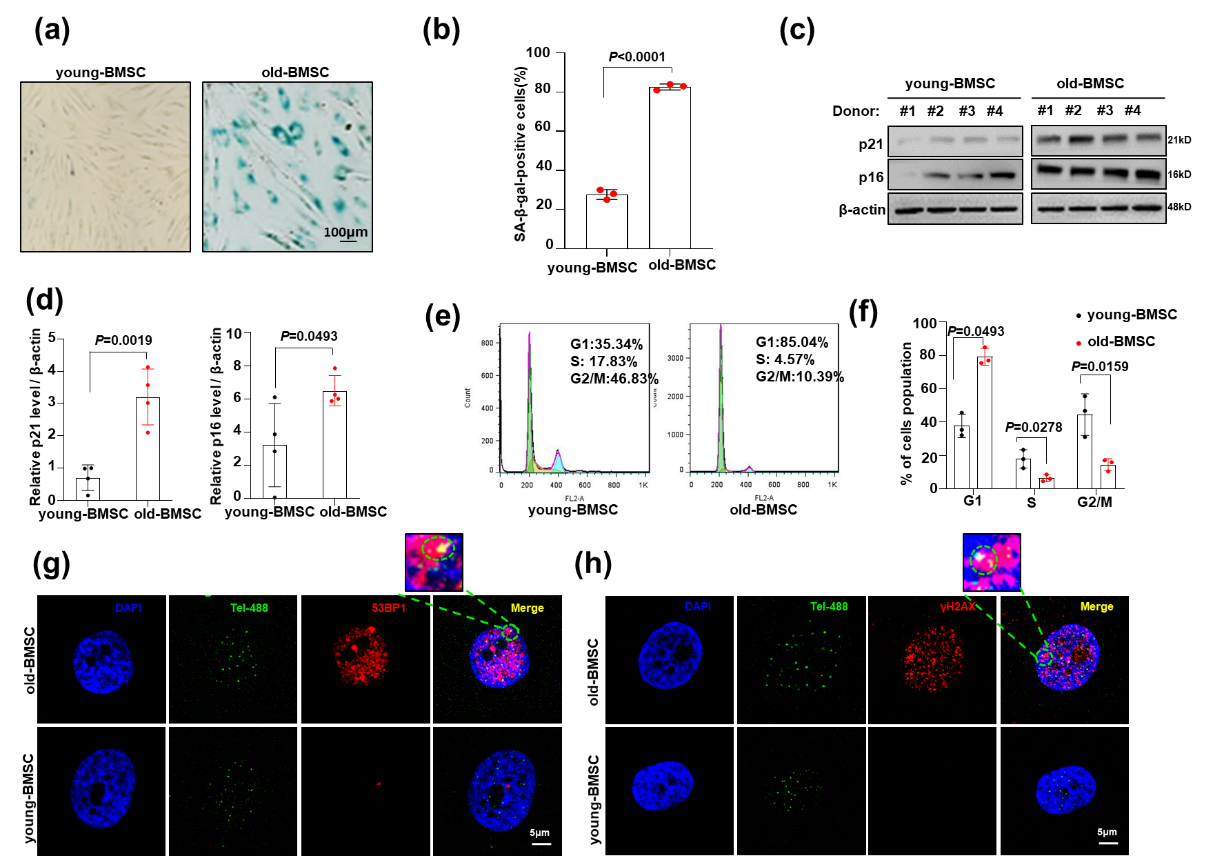

**Figure S2 BMSCs from elderly donors manifest senescent phenotypes.**

**(a)** β-galactosidase staining and **(b)**quantitative analysis in old and young BMSCs. Scale bar, 100μm (n = 3 random vision fields with 200× magnification were analyzed). **(c)** Western blot and **(b)** quantitative analysis showing protein levels of p21, p16 in old and young groups (n = 4). **(e)** Determining cell cycle stages of different age BMSCs by flow cytometry. **(f)** Quantitative analysis of **Figure S2e**. Representative images for 53BP1 **(g)** and γ-H2AX **(h)** at telomeres in old BMSCs (n = 3) and young BMSCs (n = 3). Scale bars, 5 μm.

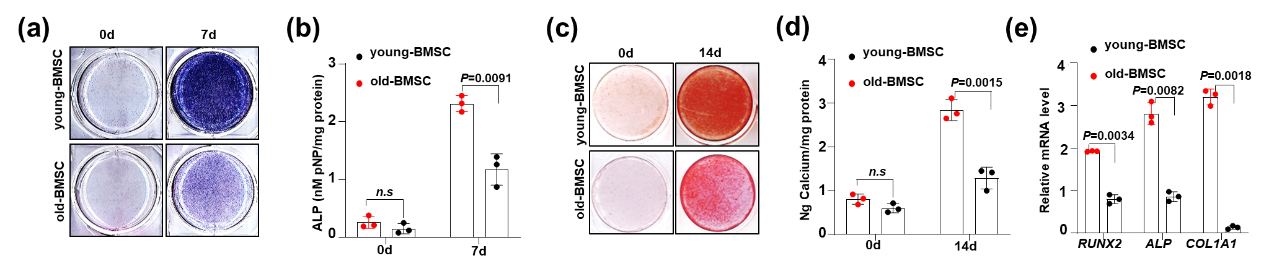

**Figure S3 BMSCs from elderly donors manifest suppressed osteogenic differentiation.**

**(a, b)** Alkaline phosphatase staining (ALP) or **(c, d)**Alizarin red staining to detect the alkaline phosphatase enzyme activity or mineralization ability of BMSCs with age (n = 3). **(e)** qPCR to show the expression levels of *RUNX2, COL1A1,* and *ALP* in the young and the old BMSCs (n = 3). *P* values of mean ± SD were determined by Student’s *t* test (n = 3).

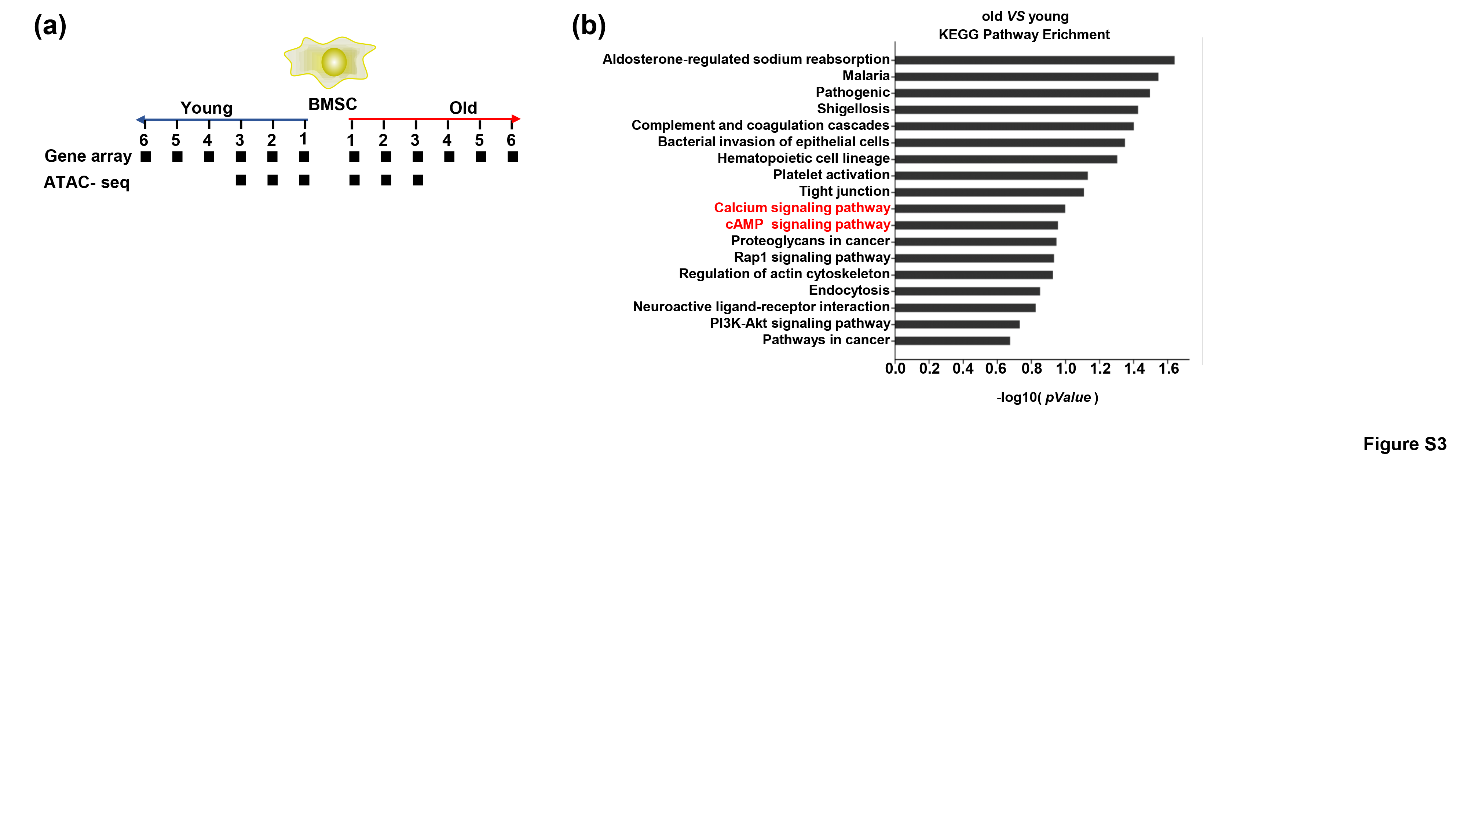

**Figure S4 Gene Array and ATAC-seq analysis of senescent BMSCs.**

**(a)** Schematic diagram illustrating the workflow of high-throughput sequencing. **(b)** KEGG Pathway analysis showing the top related pathway in old BMSCs.

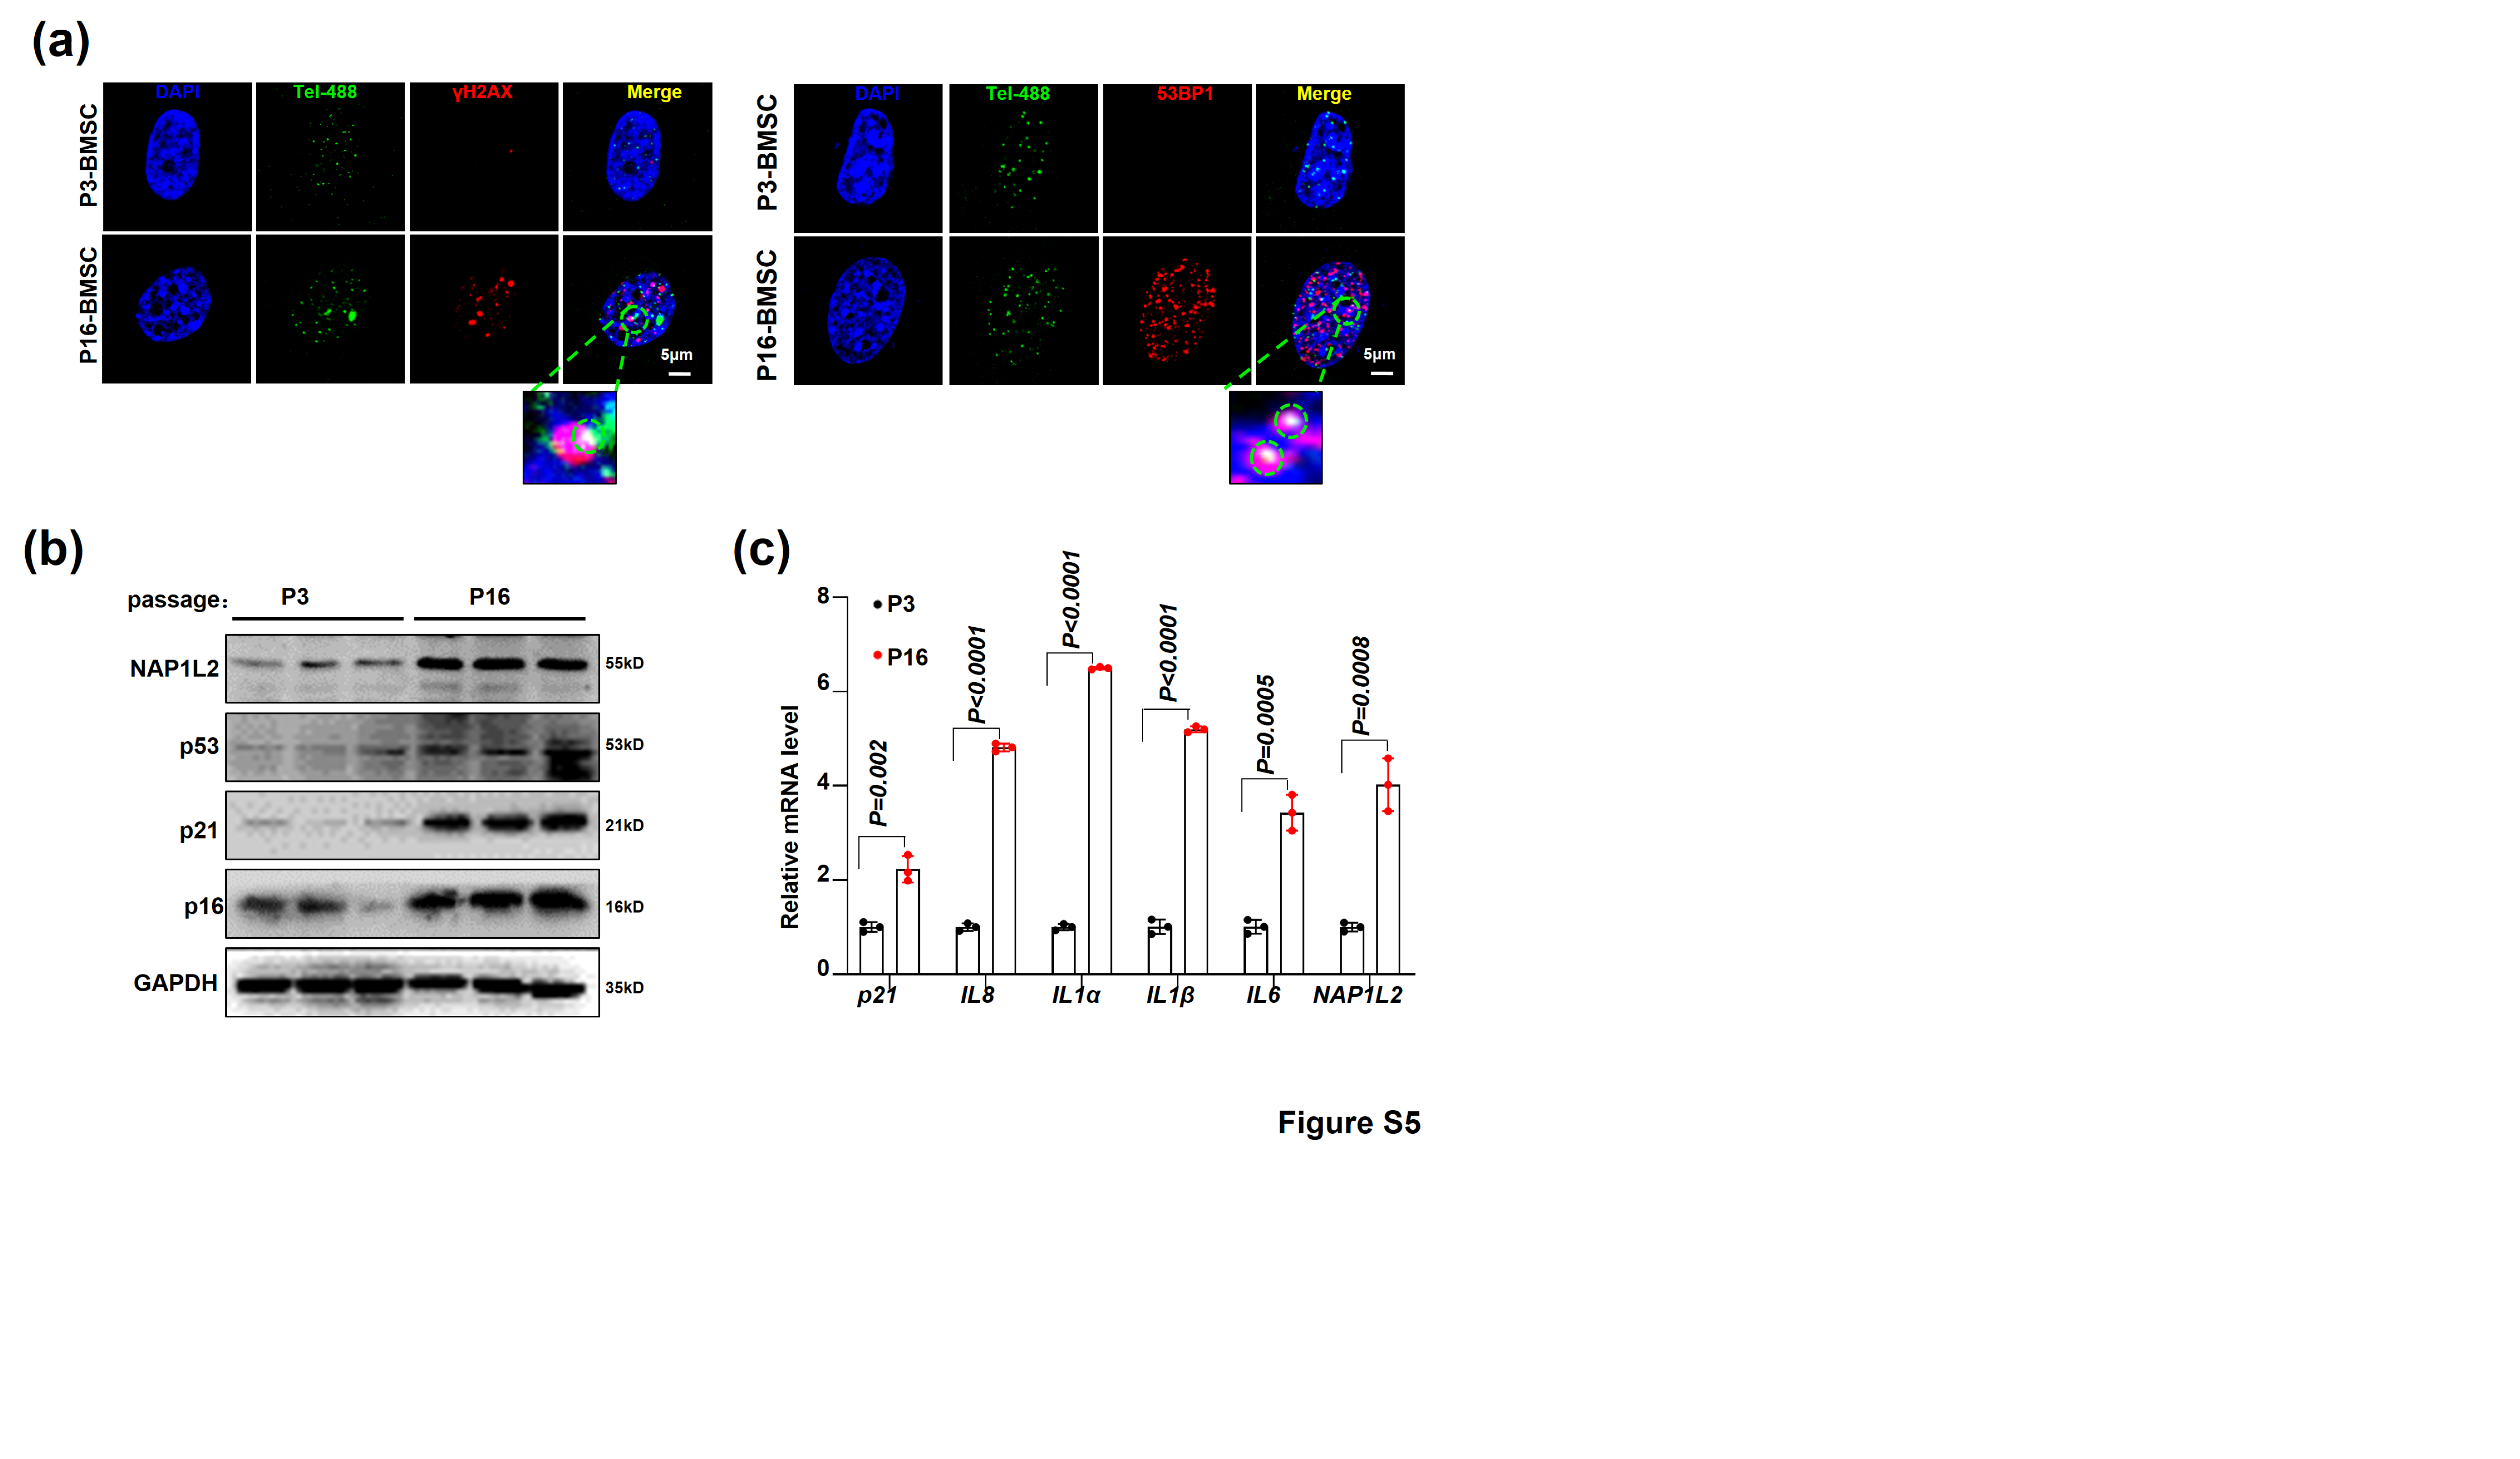

**Figure S5 Highly expressed NAP1L2 in replicative senescence BMSCs.**

**(a)** Representative images for 53BP1 and γ-H2AX at telomeres in passage 3 BMSCs (n = 3) and passage 16 BMSCs (n = 3). Scale bars, 5 μm. **(b)** Western blot showing protein levels of NAP1L2, p53, p21, and p16 in passage 3 BMSCs (n = 3) and passage 16 BMSCs (n = 3). **(c)** qPCR demonstrating the expression of *NAP1L2* and senescence-related secreted phenotype (SASP) factors, such as *IL6, IL8, IL1α, IL1β* of passage 3 BMSCs (n = 3) and passage 16 BMSCs (n = 3). *P* values of mean ± SD were determined by Student’s *t* test (n = 3).

**
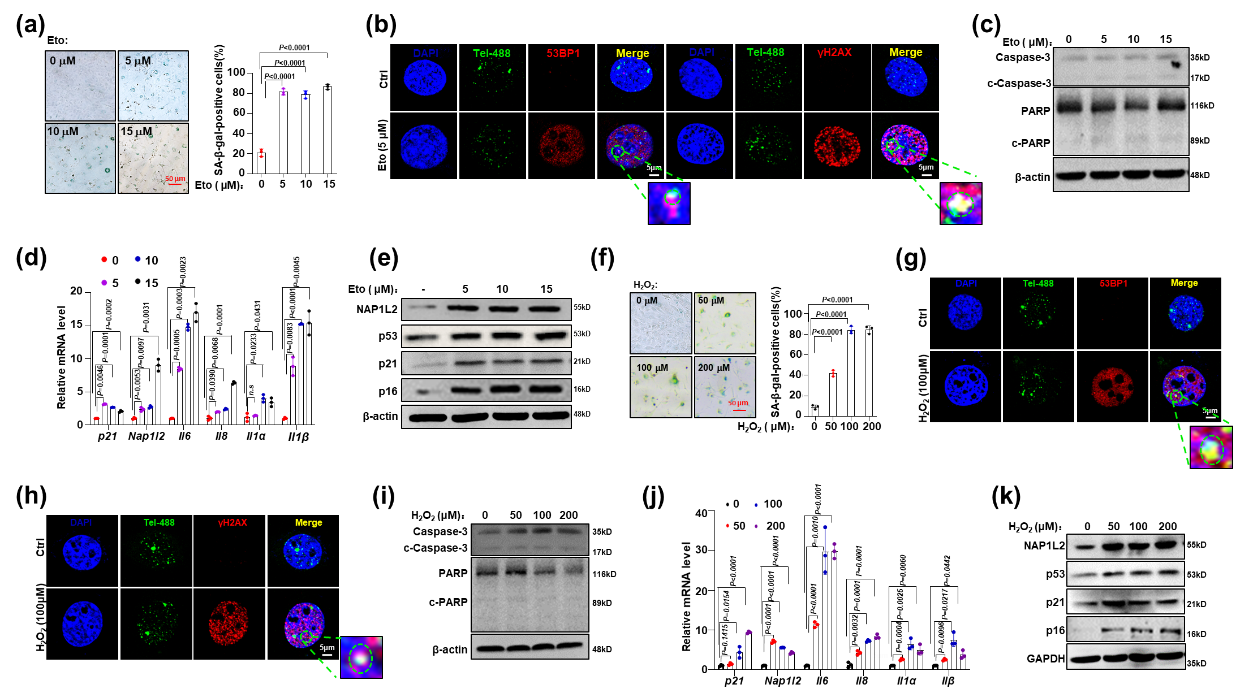
**

**Figure S6 NAP1L2 expression is elevated in chemotherapeutic agents-induced and oxidative stress-induced cellular senescence models.**

**(a)** β-galactosidase staining and quantitative analysis of C3H10T1/2 cells treated with increasing dosages etoposide (0~15 μM) for 48 hr (n = 3). Scale bar, 50μm. **(b)** Telomere damage shown by the colocalization of the telomere probe and DNA damage marker 53BP1/γ-H2AX (TIFs). Scale bars, 5 μm. Telomere probe, (CCCTAA)3-lexa488 (green); γH2AX and 53BP1, red fluorescence. **(c)** Western blot showing the protein levels of cleaved caspase-3 and cleaved PARP with increasing dosages etoposide (0~15 μM) treatment for 48 hr. **(d)** qPCR demonstrating the expression of senescence-related secreted phenotype (SASP) factors in C3H10T1/2 cells treated with increasing dosages etoposide (0~15 μM) for 48 hr (n = 3). **(e)** Western blot validating the protein levels of NAP1L2, p53, p21, and p16 with increasing dosages etoposide (0~15 μM) treatment for 48 hr. **(f)** β-galactosidase staining and quantitative analysis of C3H10T1/2 cells treated with increasing dosages H_2_O_2_ (0~200 μM) for 2 hr and maintained in 10 μM H_2_O_2_ for an additional 48 hr. Scale bar, 50μm. Telomere damage shown by the colocalization of the telomere signals and DNA damage marker 53BP1 **(g)** and γ-H2AX **(h)** in C3H10T1/2 cells treated with H_2_O_2_ or vehicle. Scale bars, 5 μm. **(i)** Western blot showing the protein levels of cleaved caspase-3 and cleaved PARP with H_2_O_2_ (0~200 μM) treatment for 2 hr and maintained in 10 μM H_2_O_2_ for an additional 48 hr. **(j)** qPCR demonstrating the expression of senescence-related secreted phenotype (SASP) factors in C3H10T1/2 cells treated with increasing dosages H_2_O_2_ (0~200 μM) for 2 hr and maintained in 10 μM H_2_O_2_ for an additional 48 hr (n = 3). **(k)** Western blot validating the protein levels of NAP1L2, p53, p21, and p16 with H_2_O_2_ (0~200 μM) treatment for 2 hr and maintained in 10 μM H_2_O_2_ for an additional 48 hr. *P* values of mean ± SD were determined by Student’s *t* test (n = 3).

**
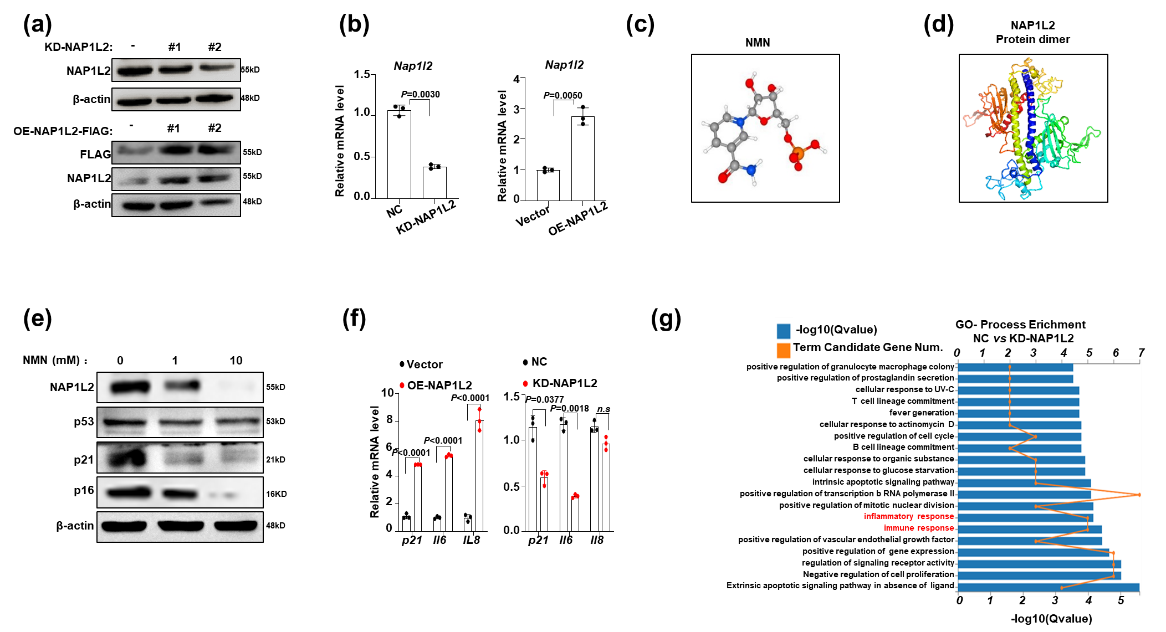
**

**Figure S7 NAP1L2 participates in the regulation of cellular senescence.**

**(a)** Western blot and **(b)** qPCR showing knocked down or overexpressed NAP1L2 in the mouse mesenchymal stem cell line C3H10T1/2 (n = 3). **(c)** The 3D structure of small molecules (NMN) was downloaded from PubChem**. (d)** Using the Swiss model server to predict NAP1L2 protein dimer structure. **(e)** Protein levels of NAP1L2, p53, p21, and p16 in C3H10T1/2 cells treated with increasing dosages NMN for 48 hr. **(f)** qPCR showing *p21* and SASP factors mRNA levels after overexpression or knockdown of NAP1L2 (n = 3). **(g)** GO analysis showing biological processes of the DEGs involved in the KD-NAP1L2 C3H10T1/2 cells. *P* values of mean ± SD were determined by Student’s *t* test (n = 3).

**
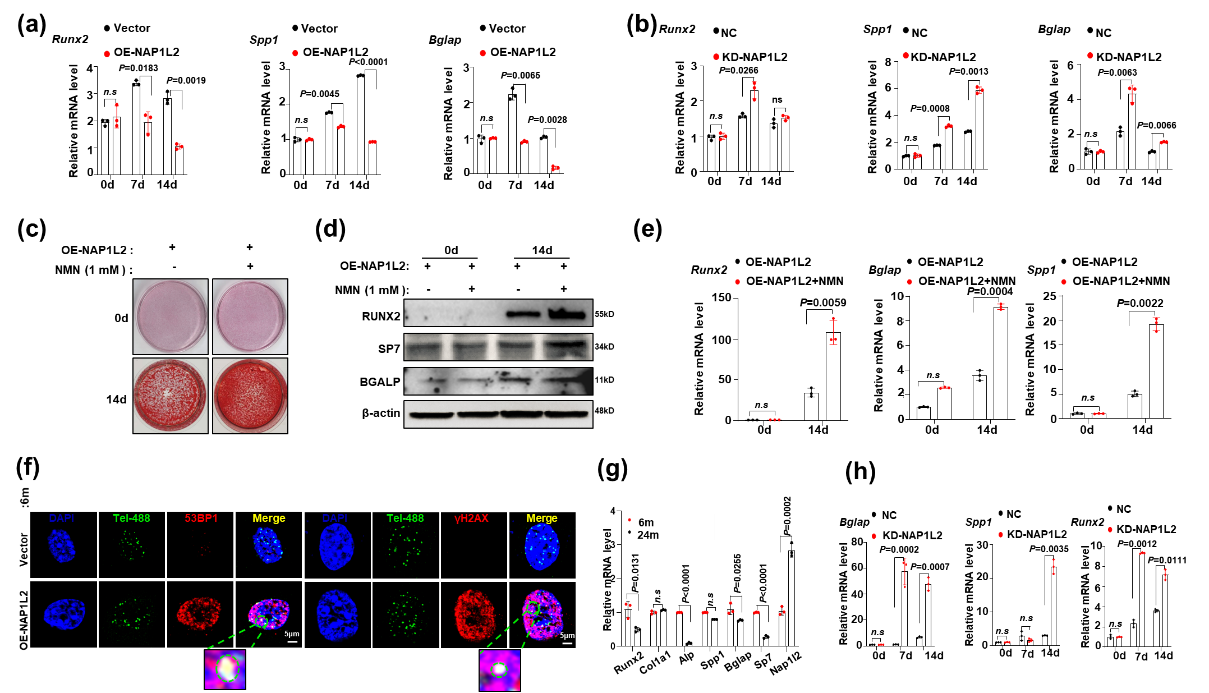
**

**Figure S8 NMN rescues the osteogenic capability of C3H10T1/2 cells overexpressing NAP1L2.**

**(a, b)** qPCR to detect the expressions of osteogenesis-related genes *Runx2*, *Spp1*, *Bglap* after NAP1L2 overexpression or knockdown under the osteogenic induction. (n = 3). *P* values of mean ± SD determined by Student’s *t* test (n = 3). **(c)** Alizarin red staining showing the osteogenic capability in overexpressed NAP1L2 C3H10T1/2 cells treated with NMN (1 mM) under osteogenesis induction**. (d, e)** Western blot and qPCR showing the expression of osteogenic genes in overexpressed NAP1L2 cells treated with NMN (1 mM) under osteogenesis induction 14days (n = 3). **(f)** Representative images for 53BP1 and γ-H2AX at telomeres after overexpression of NAP1L2 in BMSCs from young mice (n = 3). Scale bars, 5 μm. **(g)** qPCR to detect the expressions of osteogenesis-related genes and NAP1L2 in primary BMSCs of 6 months mice and 24 months mice(n = 3). **(h)** qPCR showing the expression of *Runx2*, *Spp1*, and *Bglap* in 24 months mice BMSCs after knocking down NAP1L2 under osteogenesis induction 7 days or 14 days (n = 3)*. P* values of mean ± SD were determined by Student’s *t* test.

# Supplementary material for: NAP1L2 drives mesenchymal stem cell senescence and suppresses osteogenic differentiation
**Source:** Aging Cell. 2022 Jan 15;21(2):e13551. doi: 10.1111/acel.13551
**Supplement:** Supplementary file 3 — Method S1

**Supplementary methods and materials**

**Microarray and bioinformatics analysis**

Add 1 ml Trizol (Life Technologies, USA) lysate to BMSC of different age groups, collect the lysate in 1.5 ml ribozyme-free EP tubes, and store it in -80 ° C refrigerator. After collecting six samples in each group, perform gene array sequencing. The Agilent Sure Print G3 Human Gene Expression v3 Microarray (8*60K, Design ID: 072363) (Oebiotech, China) was used in this experiment. Differentially expressed genes were then identified through fold change as well as *P* value calculated with *t*-test.

**RNA-seq**

Normal and knockdown Nap1l2 C3H10T1/2 cells were divided into the following four groups depending on whether osteogenesis induction is performed: NC, KD-Nap1l2, NC-7day, NC-Nap1l2-7day. 

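The 4 groups were represented by 2 libraries each in the files analysed here. The supplement's name for the fourth group differs from the label of its libraries, which names it as knockdown cells after 7 days, and these libraries are called KD-Nap1l2-7d here. Replicates of a group were compared first. Across genes, the log2 CPM of the 2 libraries of a group correlated at 0.986 in NC, 0.975 in KD-Nap1l2, 0.977 in NC-7d and 0.990 in KD-Nap1l2-7d, where genes are not independent replicates. In every group the 2 libraries differed by far more than counting noise, and no library was a copy of another. The first principal component of the 8 libraries took 54.1% of the variance and separated the libraries before induction from those after it. The second took 16.4%, and on it both NC libraries (26.4 and 32.1) lay above both KD-Nap1l2 libraries (-9.18 and -45.0).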

Briefly, total RNA from treated samples was extracted using Trizol reagent (Life Technologies, USA). The construction of the RNA-seq library and the sequencing were done by Beijing Genomics Institute (Shenzhen, China). All mRNA samples were prepared for RNA-Seq analysis according to the manufacturer's protocol.

**Flow Cytometry to detect the cycle of BMSCs**

Culture three groups of cells in the same way, and the cells were digested into single cells. A total of 5×10^5^ cells were washed twice with PBS and fixed at 4°C overnight with 70% alcohol. The cells were stained with 1 μL of PI in the dark, and the cell cycle of different groups was detected by flow cytometry.

**Senescence-associated β-galactosidase assay**

Cellular senescence was assessed using the β-galactosidase staining kit following the manufacturer’s instruction (Beyotime, China). Cells were washed twice with PBS and fixed with β-galactosidase staining fixative at room temperature for 15 minutes. Then cells were stained with cell aging β-galactosidase staining solution prepared according to the instructions at 37 ° C overnight. Cells were analyzed for blue staining by randomly choosing 10 microscopic fields under a phase-contrast microscope (Olympus, Tokyo, Japan).

**Osteogenesis induction**

MSCs were cultured in a 6-well plate with complete medium. After reaching 80% confluence, the medium was changed to osteogenic differentiation medium for 7/14 days with a medium change every 3 days. The osteogenic differentiation medium was composed of high-glucose DMEM, penicillin (100 U/mL), streptomycin (100 µg/mL), dexamethasone (0.1 μmol/L), 10% FBS, ascorbic acid (50 μg/mL), and β-glycerol phosphate (10 mmol/L).

**Alkaline phosphatase assay (ALP) and quantification.**

After osteogenic differentiation, the culture medium was aspirated and the cells were fixed with 10% neutral formalin buffer for 10 minutes, washed three times with 1×PBS, and stained with alkaline phosphatase dyeing working solution (Beyotime) at room temperature in dark for 10 minutes or longer, until the color developed to the desired depth. Removed the dyeing working solution and wash it with deionized water for 1-2 times to stop the color reaction. The images were captured with a visible light microscope. To quantify the ALP activity in control and osteoblast-differentiated MSCs, we used the Alkaline Phosphatase Assay Kit (BioVision) with modified protocols. Each experiment was performed in triplicate.

**Real-time reverse transcription-polymerase chain reaction (real-time RT-PCR) analysis**

According to the manufacturer's protocol, the total cellular RNA was extracted from cells with Trizol (Life Technologies, USA) reagents and performed reverse transcription. qPCR reactions were performed by using the SYBR Green PCR kit (abm, Canada). Each sample was repeated at least three times. Expression levels were normalized relative to the expression of GAPDH. For quantification of gene expression, the ΔΔCt method was used. Primers for specific genes are listed in the Table S1.

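The primer pairs of Table S1 were matched to the GENCODE transcripts of GRCm38 to state what each pair reads. The *Nap1l2* pair matches a product of 146 bp, at 103186206 to 103186351 on chromosome X, which runs from the 5' UTR into the coding sequence of the only exon, so genomic DNA would give a product of the same length. The *Runx2* pair matches 11 transcripts of the gene and spans exons 4 and 5 of one of them within the coding sequence, with a product of 159 bp. The *Sp7* pair spans exons 1 and 2 with 155 bp in the coding sequence. The *Bglap* pair matches a *Bglap* transcript with no annotated coding sequence, within exon 1 (79 bp), so genomic DNA would again give the same length. No transcript of its neighbours matched, but only exact matches to annotated transcripts were sought. The product ends at 88384463 and the gene at 88384464, so transcripts annotated shorter would be missed, and the pair was not shown to be specific. The pair listed for *Il8* matches *Cxcl15* with 149 bp, and the pair listed for *p21* matches *Cdkn1a*, which lies on chromosome 17 from 29090976 to 29100727. No qPCR value was computed from the files.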

**Western blot analysis**

Cells were harvested in RIPA buffer (50 mM Tris-Hcl, pH 7.5, 150 mM NaCl, 10 mM EDTA, 0.5% sodium deoxycholate, 1% NP-40, 1 mM sodium ovanadate, 10 μg/mL aprotinin, 1 mM phenylmethanesulfonyl fluoride, and 10 μg/mL leupeptin) with a protease inhibitor cocktail (Cell signaling technology, USA) to extract total protein, the protein concentration was measured using a BCA protein assay (ThermoFisher Scientific, USA). Histones were isolated by acid extraction. The samples were separated on 10% and 15% SDS polyacrylamide gel and transferred to nitrocellulose membranes using a semi-dry transfer apparatus. The membranes were blocked with a 5% milk solution for 2 h at room temperature and incubated with primary antibodies overnight. The following primary monoclonal antibodies were used in this study: anti-NAP1L2, anti‐FLAG, anti-H3K9ac, anti-H3K14ac, anti-H3K27me2, anti-H3K36me2, anti-H3K79me3, anti-H3K27ac, anti-H3, anti-phosphorylate p65, anti-p65, anti-RUNX2, anti-SP7, anti-BGLAP, anti-Lamin B, anti-p21, anti-p16, anti-GAPDH, anti-p53, anti-β-actin. The secondary antibody was used for 2h at room temperature. The study with three replicates was repeated at least three times. **All antibodies, venders were provided in the KEY RESOURCES TABLE.**

**Immunohistochemistry**

The femur samples were perfused with 10% neutral buffered formalin, and bone samples were decalcified in ethylene diamine tetraacetic acid for 1 month. The decalcified bone tissues were embedded in paraffin and cut into 5-µm-thick sections, deparaffinized, and rehydrated. The slices were washed three times with phosphate-buffered saline (PBS), and endogenous peroxidase was quenched following incubation with 3% hydrogen peroxide. The primary antibody used was polyclonal rabbit anti-NAP1L2 antibody and anti-LEPR antibody. The negative control slide was instead with rabbit immunoglobulin (IgG). After washing three times with PBS, slices were incubated with the secondary antibody (Maxim Ltd., China) for 30 min, followed by 3, 3′-diaminobenzidine (DAB) development (Thermo Scientific, USA). Finally, nuclei were localized by heamtoxylin staining for 1-2 min before mounting and capture.

**Immunofluorescence staining (IF)**

For IF assays, C3H10T1/2 cells were fixed in 4% formaldehyde, then samples were permeabilized and blocked. After incubation with anti-p65 antibody (1:500) or anti-FLAG antibody (1:200) overnight at 4°C, samples were incubated with Alexa Fluor^TM^ 555-conjugated secondary antibody or Alexa Fluor^TM^ 488-conjugated secondary antibody (1:2000) for 60 min at room temperature and nuclei were counterstained with DAPI. Signal detection was carried out by fluorescence imaging performed using an Olympus FV1000 IX81-SIM Confocal Microscope (Olympus, Tokyo, Japan).

**Simulation of binding of NAP1L2 and anti-senility drugs (NMN)**

Auto-Dock 4.0 was used to dock small molecules (anti senility Drugs (NMN)) into the NAP1L2 protein. The original NAP1L2 protein structure was predicted using the Swiss model server. The structure of small molecules (NMN) was download from PubChem. The information on active sites and substrate binding sites of NAP1L2 was predicted from the COACH website. Before the docking simulation, the small molecule (NMN) was placed into the substrate-binding site of NAP1L2 as the start point of docking. The parameters for docking were set as follows: the Lamarckian genetic algorithm (LGA) runs were set at 100, and the maximum number of energy evaluations was set at 2.5 million. The simulation box was fixed at the center of the substrate, and the box size was set at 80 ÅX80 ÅX60 Å in all three dimensions. The small molecule conformation with the highest binding energy is considered to be the ideal binding conformation. The final data was visualized by Chimera software.

**Biomechanical testing**

The same load frame was used for all mechanical testing (Instron 8511, High Wycombe, UK). The mechanical tests were conducted at room temperature. Both the old and young mice femurs were was subjected to three-point bending test. The femurs were mounted in the AP-plane with the posterior surface of the bone resting on the two lower supports. The center–center distance between the lower supports was 10 mm. Thereafter, the bones were tested until failure at a constant speed of 1.0 mm/s whilst time. Based on the losd-displacement curve, the maximum load was determined and the elastic modulus were calculated.

**Supplementary Tables.**

**Tables S1 Primers used in this study.**

| **Primers sequence** | | |
| --- | --- | --- |
| HumanGAPDH-F | | TTGCCCTCAACGACCACTTT |
| HumanGAPDH-R | | TGGTCCAGGGGTCTTACTCC |
| Human-Runx2-F | | TAGGCGCATTTCAGGTGCTT |
| Human-Runx2-R | | GGTGTGGTAGTGAGTGGTGG |
| Human-ALP-F | | TTTATAAGGCGGCGGGGGT |
| Human-ALP-R | | TTAACTGATGTTCCAATCCTGCG |
| Human-Col1A1-F | | TGTTCAGCTTTGTGGACCTC |
| Human-Col1A1-R | | GGTGATTGGTGGGATGTCTT |
| Human-NAP1L2-F | | TCAGTCCGGTTCTCAAAGCC |
| Human-NAP1L2-R | | GTGGCTACCACAGAGATCGG |
| Human-p21-F | | GGTGGCAGTAGAGGCTATGG |
| Human-p21-R | | ATTCAGCATTGTGGGAGGAG |
| Human-p16-F | | AGCAGTCCGACTCTCCAAAA |
| Human-p16-R | | GGGTGTTTGGTGTCATAGGG |
| Human -Il6-F | | CCTTCTCCACAAACATGTAACAAGA |
| Human -Il6-R | | ACCAGGCAAGTCTCCTCATTG |
| Human -Il8-F | | AGTTTTTGAAGAGGGCTGAGA |
| Human -Il8-R | | TGCTTGAAGTTTCACTGGCATC |
| Human -Il1β-F | | AGCCATGGCAGAAGTACCTG |
| Human -Il1β-R | | CCTGGAAGGAGCACTTCATCT |
| Human -Il1α-F | | GCGTTTGAGTCAGCAAAGAAGT |
| Human -Il1α-R | | CATGGAGTGGGCCATAGCTT |
| Mus-Nap1l2-F | CGGGCTTAGCCACCATAAGT | |
| Mus-Nap1l2-R | TTCACTGCGGTCCTGACTTT | |
| Mus-Runx2-F | TCGGAGAGGTACCAGATGGG | |
| Mus-Runx2-R | TGAAACTCTTGCCTCGTCCG | |
| Mus-SPP1-F | AAGCATCCTTGCTTGGGTTTG | |
| Mus-SPP1-R | TGGTCGTAGTTAGTCCCTCAG | |
| Mus-Bglap-F | GAACAGACAAGTCCCACACAGC | |
| Mus-Bglap-R | TCAGCAGAGTGAGCAGAAAGAT | |
| Mus-Sp7-F | | GTCCTCTCTGCTTGAGGAAGAA |
| Mus-Sp7-R | | GGGCTGAAAGGTCAGCGTAT |
| Mus-p21-F | | ATCCAGACATTCAGAGCCACAG |
| Mus-p21-R | | AGACAACGGCACACTTTGCT |
| Mus-Il6-F | | CCTCTCTGCAAGAGACTTCCAT |
| Mus-Il6-R | | ACAGGTCTGTTGGGAGTGGT |
| Mus-Il8-F | | AGGAAGTGATAGCAGTCCCAA |
| Mus-Il8-R | | CAGAAGCTTCATTGCCGGTG |
| Mus-Il1β-F | | TGCCACCTTTTGACAGTGATG |
| Mus-Il1β-R | | AAGGTCCACGGGAAAGACAC |
| Mus-Il1α-F | | GCTTGAGTCGGCAAAGAAATC |
| Mus-Il1α-R | | CTGATACTGTCACCCGGCTC |
| Mus-Runx2-ChIP-F | | AGGTGGAAGACCCGTGAAGA |
| Mus-Runx2-ChIP-R | | TCTATGAAGGCATTTCCTGG |
| Mus-Sp7-ChIP-F | | AGAGAGAGGCACTGCTTAGG |
| Mus-Sp7-ChIP-R | | CCAGGCTATAATCCTCTTGG |
| Mus-Bglap-ChIP-F | | GGCTTAGGAGACAGGGTGATG |
| Mus-Bglap-ChIP-R | | TGCAGAACAGACAAGTCCCA |

**KEY RESOURCES TABLE**

How the deposited data were processed for this re-analysis (not part of the article)

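RNA-seq of C3H10T1/2 cells with the non-target control or with an shRNA against *Nap1l2* was analysed in 4 groups of 2 libraries, before induction (NC and KD-Nap1l2) and after 7 days of osteogenic induction (NC-7d and KD-Nap1l2-7d). Libraries were assigned to groups by their labels and the supplementary methods. The paper's other assays, and its ChIP-seq and human cell data, were not analysed here.

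The authors deposited an estimated count per gene and per transcript for each library, without normalization, and 41.1% of the genes hold a count that is not whole. They also deposited FPKM values, which are counts scaled by the authors to gene length and to the reads of each library. Library construction and sequencing were done by Beijing Genomics Institute, and the aligner, the counting program and the genome build are not named in the paper's text. The authors' deposited table of comparisons gives a log2 fold change, a p-value and a q-value per gene, from DESeq2 by its own labels, and it was used only for values that are named as the authors'.

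From these files, the estimated counts of the 18605 genes were rounded to whole numbers. Library totals ran from 17420284 to 19427359 counts. A gene with 0 counts can still have up to 3 counts' worth of expression in a library, and intervals and such limits cover counting error only. Counts were normalized by TMM, and filterByExpr kept 13470 genes. All 8 libraries were fitted together with edgeR 4.0.16 in R 4.3.3, and the knockdown contrasts, the induction contrasts and the difference between the knockdown contrasts were tested with the quasi-likelihood test, with Benjamini-Hochberg adjusted p-values under 0.05 taken as calls. A standard error is the size of the log2 fold change divided by the square root of the test's F statistic. With 2 libraries per group, no group allows an exact test between libraries below a p-value of 0.05, so single values are given with their spread.

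Gene lists were tested with camera from limma 3.58.1 on voom-transformed counts, with an inter-gene correlation of 0.01, over 16 lists set before the data were examined, and again with fry and with the correlation estimated for each list. The lists were the genes of the 2 heat maps, NF-κB targets, SASP factors, osteoblast, adipocyte, cell cycle and interferon-stimulated genes, and Reactome lists. A gene named by the paper and the lists that rest on it entered the tests and the counts of genes and lists, but they are not reported here. Further lists for antigen presentation, immune cell markers, glycolysis and hypoxia, and glucocorticoid-induced genes were written after single genes had been seen.

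Apart from those listed at the end of this paragraph, the genes named in the text were set by a rule before the data were examined. They are *Nap1l2*, the genes the paper names for this RNA-seq, related genes the paper discusses, and, for each knockdown contrast, the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 50 normalized counts over all 8 libraries and separated groups. Other genes named in the closing section were chosen after their values were seen. *Kcns3*, *H2-Ea-ps*, *Bglap2* and *Bglap3*, which are named in the Results, also fall outside this rule.

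Alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, at least 10 counts in every library, a fit of only the libraries compared, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a fold change of at least 2, and leaving out each library in turn. Leaving out a library leaves 1 in its group, so only the log2 fold change is given then.

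The tests were tested on simulated data with 200 changed genes among 13267. The edgeR test recovered 129 of them, 85 of 100 changed 4-fold and 44 of 100 changed 2-fold, with 5 false calls. DESeq2 recovered 163 with 34 false calls, and limma 128 with 5 false calls. In a contrast with no changed genes, these made 1, 11 and 1 calls. For the lists, a shift of 0.5 on the log2 scale in 31 genes was found by all 3 list tests, with adjusted p-values of 1.5e-12 (camera), 0.022 (fry) and 0.0456 (camera with the estimated correlation), and 0 other lists were called. Each gene was drawn independently, so the simulated data held no correlation between genes. They therefore cannot tell which list test is right where genes of a list are correlated.

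Primers of Table S1 were matched to GENCODE vM21 transcripts (GRCm38) with Python 3.11.15, and coordinates in the text come from this match. Figures were drawn with matplotlib 3.10.9.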

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

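The tests of explanations below were chosen after the results were seen, except whether the lists keep their sign without any one library and whether a single NC-7d library decides the NF-κB difference.

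Induction itself, which the paper does not report as a contrast, changed the most genes. In NC cells 1106 genes had an adjusted p-value under 0.05 between 7 days and before induction, 651 of them higher, and in KD-Nap1l2 cells 1912 genes did, 921 of them higher (edgeR's quasi-likelihood test). The osteogenic medium contains dexamethasone, a glucocorticoid, so a response to it is a candidate explanation for part of these genes. Of the glucocorticoid-induced genes other than those first noticed, 12 of 12 were higher after induction in NC, with a median log2 fold change of 1.82, and 12 of 12 in KD-Nap1l2, with a median of 1.43, and 4 and 7 of them were called. Over the whole list of 20 tested genes the median in NC was 2.56 (adjusted p = 1.07e-20 from camera over the added lists). The list covers a small part of the changed genes, and time in culture was not separated from induction by the design.

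*H2-Aa*, outside the genes the paper discusses, fell by 5.34 on the log2 scale in the libraries labelled KD-Nap1l2 before induction (adjusted p = 0.0187 from edgeR's quasi-likelihood test), from 557 ± 194 normalized counts (SD, n = 2) in NC to 13.6 ± 0.122 in KD-Nap1l2. The antigen presentation and interferon-gamma genes, a list written after single genes had been seen, were lower in 28 of 28 genes, with a median log2 fold change of -2.12 (adjusted p = 0.0431 from fry and 0.166 from camera with the estimated correlation). Library size argues against itself as the cause, since the mean total count of KD-Nap1l2 was 0.947 times that of NC. Immune cells mixed into the NC libraries would bring their abundant transcripts, but the 12 of 20 leukocyte markers in the table had a median of 4.36 normalized counts in NC, against 3451 for the antigen presentation list. *Ptprc* had 0.960 in NC. *Cd14*, *Cd68* and *Lyz2* had more, with 167.8, 80.4 and 71.5 in NC, and similar values of 181.1, 77.3 and 94.7 in KD-Nap1l2. An exchanged library cannot be told apart from a difference between the groups. Outside the interferon-stimulated and antigen presentation lists, 5784 of 13422 genes had groups that did not overlap under the labelled split of the 4 libraries, and 3385 and 4243 under the other 2 splits, where chance gives 33.3% of genes. But 4 libraries allow only 3 splits, and an exchange of both pairs would leave the split as it is. A candidate explanation is an interferon response that was higher in the NC libraries. The interferon-stimulated list, set before the data were examined, had a median log2 fold change of -2.06, though it shares 7 of its 30 genes with the antigen presentation list, and its adjusted p was 0.215 by fry. Whether such a response belongs to the knockdown, to the control virus or to the culture cannot be separated with these groups, and *Nap1l2* was not measurably lower in the libraries labelled as knockdown.

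The knockdown effect differed between 7 days and before induction in 7 lists by camera on the difference itself. The median difference in log2 fold change was 2.53 for the interferon-stimulated genes (27 of 27 genes higher), 0.50 for the NF-κB target genes (26 of 32), 0.36 for the SASP factor genes (30 of 38), 0.083 for the list on activation of NF-κB by TAK1 (14 of 21), -0.17 for the adipocyte genes (5 of 19 higher), -0.51 for the cell cycle genes (0 of 40 higher) and -0.30 for the Collagen formation genes (13 of 56 higher). The adjusted p-values from camera ran from 1.32e-21 to 0.0480. Fry, which keeps the correlation between genes, called 0 of these lists, with 2 of the 16 at an unadjusted p-value under 0.05, so correlation within the lists may account for the calls. The smallest adjusted p from fry was 0.102, for the NF-κB target genes. For single genes, 0 had an adjusted p-value under 0.05 for this difference and 948 an unadjusted one.

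All 7 medians kept their sign without any one library, the outcome set as counting against a single library as the cause, but for 2 lists a single library carried most of the size, and whether one library decides the lists as a set cannot be told apart on these 8 libraries. The medians of this paragraph are differences of mean log2 CPM, normalized once over all 8 libraries, with no model fitted again. Without NC-7d replicate 2, the cell cycle median went from -0.50 to -0.0085, and without KD-Nap1l2 replicate 2, the Collagen formation median went from -0.30 to -0.053. The other lists kept at least 0.578 of their median, a share reached by the SASP factor genes, whose median was 0.21 without NC-7d replicate 2. The interferon-stimulated median was 1.48 without that library, and the adipocyte median -0.11 without KD-Nap1l2 replicate 2. The NF-κB median stayed between 0.41 and 0.58. At 7 days, the NF-κB target genes were higher in KD-Nap1l2-7d than in each NC-7d library, with medians of 0.412 and 0.511 in 24 and 27 of 32 genes, which argues against a single NC-7d library as the cause. An effect of the knockdown that depends on induction stays open as a hypothesis.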

How the results depend on the processing

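The number of genes called between KD-Nap1l2 and NC before induction, 11 by edgeR's quasi-likelihood test, moved with most choices. It was 460 with DESeq2's Wald test, 160 with no filter on low counts, 33 and 18 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 4 with at least 10 counts in every library. It was 0 in a fit of only the libraries compared, with 1494 genes at an unadjusted p-value under 0.05. With DESeq2 on only those libraries, an alternative chosen after seeing the data, it was 439. The share of called genes that were higher was 27.3%, against 42.2% with DESeq2, which also uses other size factors, and 27.3% with RLE size factors in edgeR. The 11 genes were among those called by DESeq2, by RLE size factors, with no filter and by limma on both FPKM scales. After 7 days, the 0 calls became 79 with DESeq2 and 192 with DESeq2 on only the libraries compared, and stayed 0 under the other alternatives, with 961 to 1310 genes at an unadjusted p-value under 0.05. For the difference between the knockdown contrasts, the 0 calls became 98 with DESeq2 and 1 with no filter. In the simulated data DESeq2 recovered more changed genes than edgeR and also made more false calls. The induction contrasts stayed within 1.5 times of 1106 and 1912 genes, except that a fold change of at least 2 left 669 and 1039 by construction. Beyond that, the cause was not tested.

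The samples share a replicate number, but the numbers were not shown to pair them. The correlations of same-numbered deviations between the groups ran from -0.0612 to 0.104. With the replicate number as a block, 4 genes were called before induction and 0 after 7 days, with 1059 at an unadjusted p-value under 0.05.

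The log2 fold change of *Nap1l2* at 7 days, -0.0012, changed sign with RLE size factors (0.0017), in the fit of only the libraries compared (0.0069) and on the FPKM scales (0.0044 and 0.072). Across the 8 fits that each left out one library, it ran from -0.64 to 1.08 at 7 days and from -0.53 to 1.30 before induction. Counts of 2 to 15 per library limit this result. *Bcl2* before induction changed sign on the FPKM scales (0.0057 and 0.0060). *Runx2* changed from -0.03 to 0.45 and 0.48 before induction and from -0.15 to 0.16 and 0.17 at 7 days on the FPKM scales with pseudocounts of 1 and 0.1. With its FPKM summed from the transcript table, chosen after seeing the data, it was -0.03 and -0.16, so its change of sign on that scale comes from the FPKM of the gene table. By the counts before induction it was 0.13 without KD-Nap1l2 replicate 1 and -0.20 without KD-Nap1l2 replicate 2.

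Camera called 4 lists before induction and 7 at 7 days, and fry and camera with the estimated correlation called 0 in both. The unadjusted fry p-values were under 0.05 for 4 and 6 lists. Leaving out one library changed the sign of the median in 3 of the 16 lists before induction and in 7 at 7 days, and moved it by more than 1.5 times in 13 lists in each contrast. For single named genes, 10 further results lost their call, all of them among the 6 genes named by the rule, and *Cdkn1a* before induction gained one with DESeq2. Of the heat-map genes, DESeq2 called 3 in each contrast, where edgeR called 0 with 5 and 6 at an unadjusted p-value under 0.05. These were *Rb1*, *Prkaa2* and *Ppargc1a* before induction and *Igf1*, *Atf4* and *Pck2* at 7 days. Without the filter on low counts, edgeR called *Ppargc1a*. Leaving out one library moved 19 log2 fold changes of genes other than *Nap1l2* by more than the spread between replicates. *Mmp3* at 7 days went from -1.09 to 1.40 without NC-7d replicate 1 and to -1.96 without NC-7d replicate 2.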

Differences from the paper's values

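The paper prints no number for these RNA-seq comparisons in its text, so the differences are of direction and of calls.

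The paper states that *Il1a*, *Il1b*, *Il10*, *Il23a*, *Cxcl15*, *Trp53*, *Bcl2* and *Mmp3* fell significantly with the knockdown. In the counts, *Trp53*, *Bcl2* and *Mmp3* had log2 fold changes of -0.07, -0.0021 and -0.21 (adjusted p = 0.887, 0.998 and 0.937 from edgeR's quasi-likelihood test). The others had too few counts to be tested. *Trp53*, *Bcl2* and *Mmp3* were tested under the alternatives set before the data were examined and were not called. The other 5 genes had an adjusted p-value only in the fit with no filter on low counts, where they were not called. In the authors' deposited table, the q-value of each of these genes is 0.999.

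The paper states that *Bglap*, *Runx2*, *Sp7* and *Alp* rose significantly with the knockdown after 7 days. *Bglap* was higher without a call, with a log2 fold change of 1.45 (adjusted p = 0.817 from edgeR's quasi-likelihood test), and *Runx2* was lower without a call, with -0.15 (adjusted p = 0.861 from the same test). *Sp7* and *Alpl* were not tested, with at most 5 and 10 counts. Of the alternatives set before the data were examined, only the fit with no filter on low counts gave an adjusted p-value for *Sp7* and *Alpl*, and it did not call them (adjusted p = 1.00 and 0.913 from edgeR's quasi-likelihood test). *Bglap* had no adjusted p-value from DESeq2 or with at least 10 counts in every library, and was not called where it had one, with adjusted p-values from 0.521 to 0.913. *Runx2* was tested under each of them and not called. With limma on log2(FPKM + 1) and log2(FPKM + 0.1), *Runx2* was higher, with 0.16 and 0.17, and not called (adjusted p = 0.883 and 0.873 from limma, over all alternatives from 0.684 to 1.00). These values come from the FPKM of the gene table. With its FPKM summed from the transcript table, an alternative chosen after seeing the data, *Runx2* was lower. In the authors' deposited table, the q-value of each of the 4 genes is 1.00.

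The paper's heat maps show further genes as changed. None of those tested was called by edgeR's quasi-likelihood test as set before the data were examined, with 5 and 6 at an unadjusted p-value under 0.05. DESeq2's Wald test called *Rb1*, *Prkaa2* and *Ppargc1a* before induction and *Igf1*, *Atf4* and *Pck2* at 7 days, and edgeR's test with no filter on low counts called *Ppargc1a*.

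The paper's heat maps show 3 columns per group, and 2 libraries per group were analysed here.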

Other observations

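The tests below were chosen after the results were seen, except the comparison of the 2 KD-Nap1l2 libraries on glycolysis and hypoxia genes not looked at before.

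*Nap1l2* was not lower in the libraries labelled as knockdown. The ratio of summed counts, knockdown over control, was 1.58 before induction (9 against 6 counts) and 1.01 at 7 days (20 against 20). Too few counts may hide a fall. The exact 95% Clopper-Pearson intervals ran from 0.504 to 5.41 and from 0.514 to 1.97, so by counting error alone a fall to below 0.5 lay just outside both. That was the outcome set as counting against this explanation, but the bounds are close to 0.5, the gene is near the floor, and the intervals leave out the spread between replicates, so too few counts and no fall cannot be told apart. With that spread, from the standard errors of the fit, an interval added after the first was seen, they ran from 0.327 to 7.45 and from 0.278 to 3.59, which includes a fall to below 0.5 in both contrasts. The paper shows the knockdown in this cell line by Western blot and by qPCR (Figure S7a,b), and neither was re-examined here. A knockdown seen by those assays, or an exchange of labels, was not tested by these values.

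The 2 KD-Nap1l2 libraries before induction differed in 964 genes by more than 2-fold, while another pair of replicates differed in up to 990. Total counts do not account for the difference, since replicate 2 had 1.03 times the counts of replicate 1, and neither do the most abundant genes, whose larger share forces a change of only -0.024 on the log2 scale on the others. A difference in glycolysis and hypoxia genes between the replicates is a candidate explanation for part of it. This explanation was first worded as a response in replicate 2, and was reworded after the levels against NC had been seen. After glycolysis genes had been noticed, the 17 members of the list not looked at before were higher in replicate 2 in 17 of 17 genes, with a median log2 ratio of 1.98, above all 10000 random lists matched on expression, whose highest median was 0.52. The ratio came from both libraries. Against the mean of NC, the median log2 ratio of these members was -1.04 in replicate 1, with 16 of 17 genes below both NC libraries, and 1.13 in replicate 2, with 16 of 17 above both, while the NC libraries differed from each other by a median of -0.19. This argues against a response in replicate 2 alone. Which of the libraries was unusual cannot be read from these values, which describe these libraries and not the knockdown. Between KD-Nap1l2 and NC, the whole list had a median of 0.05 (adjusted p = 0.680 from camera over the added lists), which was 1.05 without KD-Nap1l2 replicate 1, -0.95 without KD-Nap1l2 replicate 2 and 0.16 without NC replicate 1. At 7 days it had a median of 0.58 with 23 of 26 genes higher (adjusted p = 0.000897 from camera and 0.952 from fry). *Gapdh*, to which the paper's qPCR was normalized, was higher in replicate 2 than in replicate 1 by 2.24 on the log2 scale, and *Bnip3* by 3.60. Against the mean of NC, *Gapdh* was at -0.88 in replicate 1 and 1.36 in replicate 2, and *Bnip3* at -1.78 and 1.82.

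The FPKM of *Runx2* differed between the deposited gene table and the sum over its transcripts in the deposited transcript table. The gene table gives 11.48 and 10.54 in NC and 13.2 and 14.39 in NC-7d, where the transcripts sum to 15.09 and 14.36 in NC and 11.48 and 10.54 in NC-7d. The values of NC in the gene table thus equal the transcript sums of NC-7d. In KD-Nap1l2-7d the gene table gives 15.07 and 15.98 and the transcripts sum to 9.61 and 9.87. In KD-Nap1l2 the gene table gives 15.2 and 15.58 and the transcripts sum to 13.21 and 15.58. The counts of *Runx2* were equal in both tables to within rounding, and the authors' own group means of the FPKM, 14.71 in NC, 11.01 in NC-7d and 9.74 in KD-Nap1l2-7d, follow the transcript sums. Rounding or another estimate in the transcript table would affect many genes, but 1 of 18605 genes differed by more than 0.1, and the next largest difference, in *Mbnl1*, was 0.04. No cause was tested beyond this, and the counts were used for the results above.

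*Runx2* counts fell with induction in both arms, with log2 fold changes of -0.46 in NC (standard error 0.14, adjusted p = 0.0924 from edgeR's quasi-likelihood test) and -0.58 in KD-Nap1l2 (standard error 0.14, adjusted p = 0.0334 from the same test). The difference between the arms was -0.13 (adjusted p = 0.916 from the same test). *Sirt1* had log2 fold changes of -0.76 and -0.27 in the knockdown contrasts before induction and at 7 days (adjusted p = 0.373 and 0.911 from the same test), and before induction -1.51 without KD-Nap1l2 replicate 1 and -0.28 without KD-Nap1l2 replicate 2. The immune cell markers, of which 5 were tested, had medians of -0.13 and 0.37 in these contrasts (adjusted p = 0.680 and 0.178 from camera over the added lists). Before induction their median was 0.28 without KD-Nap1l2 replicate 1, -0.55 without KD-Nap1l2 replicate 2, -0.21 without NC replicate 1 and -0.043 without NC replicate 2. At 7 days it was 0.89 without KD-Nap1l2-7d replicate 1, -0.14 without KD-Nap1l2-7d replicate 2 and 0.21 without NC-7d replicate 2.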
